# Estradiol and Progesterone Exhibit Similar Patterns of Hepatic Gene Expression Regulation in the Bovine Model

**DOI:** 10.1371/journal.pone.0073552

**Published:** 2013-09-17

**Authors:** Carla A. Piccinato, Guilherme J. M. Rosa, Alhaji U. N’Jai, Colin R. Jefcoate, Milo C. Wiltbank

## Abstract

Female sex steroid hormones, estradiol-17β (E2-17β) and progesterone (P4) regulate reproductive function and gene expression in a broad range of tissues. Given the central role of the liver in regulating homeostasis including steroid hormone metabolism, we sought to understand how E2-17β and P4 interact to affect global gene expression in liver. Ovariectomized cows (n = 8) were randomly assigned to 4 treatment groups applied in a replicated Latin Square design: 1) No hormone supplementation, 2) E2-17β treatment (ear implant), 3) P4 treatment (intravaginal inserts), and 4) E2-17β combined with P4. After 14 d of treatment, liver biopsies were collected, allowing 28 d intervals between periods. Changes in gene expression in the liver biopsies were monitored using bovine-specific arrays. Treatment with E2-17β altered expression of 479 genes, P4 472 genes, and combined treatment significantly altered expression of 468 genes. In total, 578 genes exhibited altered expression including a remarkable number (346 genes) that responded similarly to E2-17β, P4, or combined treatment. Additional evidence for similar gene expression actions of E2-17ß and/or P4 were: principal component analysis placed almost every treatment array at a substantial distance from controls; Venn diagrams indicated overall treatment effects for most regulated genes; clustering analysis indicated the two major clusters had all treatments up-regulating (172 genes) or down-regulating (173 genes) expression. Thus, unexpectedly, common biological pathways were regulated by E2-17β and/or P4 in liver. This indicates that the mechanism of action of these steroid hormones in the liver might be either indirect or might occur through non-genomic pathways. This unusual pattern of gene expression in response to steroid hormones is consistent with the idea that there are classical and non-classical tissue-specific responses to steroid hormone actions. Future studies are needed to elucidate putative mechanism(s) responsible for overlapping actions of E2-17β and P4 on the liver transcriptome.

## Introduction

The sex steroid hormones, estradiol-17β (E2-17β) and progesterone (P4), regulate diverse physiological functions including brain function, bone cell metabolism, and almost all aspects of female reproduction through actions on various tissues and cell-types [1], [2]. There is a complex interplay between the actions of E2-17β and P4 in these varied tissues. For example in the uterus, estrogens stimulate uterotropic responses, whereas progestins generally seem to be antagonistic to these estrogen-induced effects [3], [4] **.** Conversely, many of the physiological actions of progestins are dependent upon prior estrogen exposure [5], [6].

To add to the complexity, these two steroid hormones exert their cellular actions through a diverse array of cellular pathways. The classical pathways for steroid hormones involve regulation of gene transcription through binding of activated nuclear receptors to specific steroid response regions of DNA [7]–[10]. Nongenomic actions of steroid hormones have also been described due to binding of E2-17β and P4 to a surprising assortment of membrane-bound receptors [9], [10]. In the liver, many of E2-17β actions may be mediated by estrogen receptor alpha (ERα) which is the predominant form reported in the liver, while subtype beta (ERβ) has not yet been demonstrated [11], [12]. Conversely, there is some controversy about P4 responsiveness and presence/absence of P4 receptor in normal hepatic tissue [13]–[17].

Although numerous studies have evaluated the actions of E2-17β or P4 on global gene expression, the *in vivo* interactions between E2-17β and P4 on global gene expression have only been described in the mammary gland [4], [18], Meibomian gland [19], lacrimal gland [20], and serotonin neurons [21]. Although no studies have reported the *in vivo* interactions of E2-17β and P4 on gene expression in the liver, two studies have demonstrated the effects of these steroids on expression of mRNA in specific cultured hepatic cells. In human hepatoma HuH-7 cells, E2-17β inhibited the proapototic actions of tumor necrosis factor alpha; whereas, P4 blocked E2-17β actions leading to apoptosis [22]. Similarly, rat hepatic stellate cells showed an antagonistic interplay between E2-17β and P4 on a select group of genes regulated by oxidative stress [23]. Thus, these *in vitro* studies are consistent with potential antagonistic actions of E2-17β and P4 in hepatic cells. Given the potential physiological importance of steroid hormone regulation of liver function, particularly steroid hormone metabolism [24], studies evaluating the *in vivo* interactions of female sex steroids on liver gene expression are warranted.

The objective of the present study was to evaluate the effects of E2-17β, P4, and the combination of E2-17β and P4 on the global gene expression profile of the liver using *in vivo* hormone replacement of ovariectomized animals (non-lactating dairy cows) to identify the hepatic genes that were altered by female steroid hormones. Ovariectomy is a classical experimental strategy that provides an animal model of reproductive steroid hormone depletion. Moreover, the bovine model is a valuable model for hormone action in hepatic tissue, since multiple liver samples can be collected from the same animal. Our initial hypothesis was that E2-17β and P4 would produce distinct hepatic gene expression profiles and that P4 would antagonize E2-17β-induced gene expression in the bovine liver. Unexpectedly, we found a remarkable overlap in hepatic gene regulation by E2-17β and P4 treatments.

## Materials and Methods

### Ethics Statement

Animal procedures were approved by the Animal Care Committee of College of Agriculture and Life Sciences at University of Wisconsin-Madison. All surgical procedures were performed under lidocaine anesthesia, and all efforts were made to minimize suffering.

### Animal and Experimental Design

Non-lactating Holstein cows (*Bos Taurus*, n = 8) had their ovaries removed by colpotomy. Treatment was initiated an average of two months after ovariectomy, allowing at least 28 d of recovery for all cows. The experiment was designed as a replicated 4×4 Latin Square. Cows were randomly assigned to sequences of the following four experimental treatments: 1) No hormone treatment - control (CO); 2) E2-17β treatment (E2T, receiving E2-17β ear implant [Compudose implant, 24 mg of E2-17β in a silicone elastomer implant, Elanco Animal Health, Indianapolis, IN]); 3) P4 treatment (P4T, cows had two intravaginal P4 inserts [Eazi-breed CIDR, Pfizer Animal Health]); and 4) E2-17β and P4 treatment (E2P4T, cows had both two intravaginal P4 inserts and an ear implant). Every treatment period lasted for 14 d with replacement of hormone devices after 7 d. After every treatment period, liver biopsies were performed and hormone devices were removed. A 28 d interval was allowed between treatment periods to avoid carry-over effects. To monitor the effectiveness of treatments, blood samples were collected every day around the same time (between 6∶00 and 7∶00 pm; 6 h after feeding).

Cows were maintained at the Dairy Cattle Center – University of Wisconsin, Madison, USA, and a week before the beginning of the trial until the end of the trial were fed to meet maintenance requirements. A total mixed ration (dry cow ration) was prepared following National Research Council [25] recommendations to supply maintenance requirements. Alfalfa silage and corn silage were chosen as forage for the ration and used in the same proportion (50∶50) throughout the trial to avoid variations in macro or micronutrient composition of the diet. Body weight was obtained at the beginning and at the end of each experimental period.

### Hormone Assay

Estradiol-17β concentrations during treatment period were evaluated by E2-17β double-antibody kit (Diagnostic Products Corporation, Los Angeles, CA). Samples were extracted with 4 mL of ethyl ether. The intra-assay coefficient of variation (CV) was 18.9%. Progesterone concentrations from serum samples collected during treatment periods were determined by antibody-coated-tube RIA kit (Diagnostic Products Corporation, Los Angeles, CA) with an intra-assay CV of 10% and an inter-assay CV of 15%.

### Liver Biopsy Procedure

Liver tissue was obtained using a percutaneous biopsy procedure [26] using 12 ml of lidocaine as local anesthetic. Once collected, tissue was snap-frozen in liquid nitrogen, and stored at −80°C for further analysis.

### Messenger RNA Isolation and Microarray Analysis

The microarray experiment was performed using the Affymetrix Bovine GeneChip containing 24,072 probesets, representing over 23,000 transcripts and 19,000 UniGene clusters. Samples from each cow in each period/treatment were individually assayed in independent microarry chips. Messenger RNA was isolated from the liver samples using Magnetight oligo (dT) magnetic beads (Novagen, Madison, WI). Quantity and quality of mRNA was assessed using a spectrophotometer (Nanodrop-1000) and the Agilent 2100 BioAnalyzer (for mRNA integrity using microfluidic analysis). Messenger RNA samples (2 µg) that passed the quality control steps were biotin-labeled with Message Amp II Biotin Enhanced kit (Ambion, Inc, CA) following the manufacturer’s protocol. The Affymetrix poly-A RNA control kit was spiked into samples to serve as a control for variation in labeling and hybridization of samples. After purification, RNA fragmentation was accomplished by heating biotinylated antisense RNA to 94°C for 35 min in a MgCl_2_ buffer. Fragmented and unfragmented RNA (1 µg) were analyzed on a 2% agarose gel to assure that most fragments were below 150 bases.

After purification of the labeled RNA, an array hybridization procedure was performed at the Gene Expression Center of the University of Wisconsin-Madison Biotechnology Center. The fragmented and biotinylated copy RNA was hybridized to the Bovine GeneChip expression arrays for 16 h at 45°C, according to the manufacturer’s instructions. Arrays were processed using the Affymetrix Fluidics 450 Station and images were captured using an Affymetrix GC3000 scanner. Array data were captured using the Affymetrix GCOS 1.4 software. Fluorescent signals corresponding to hybridization intensities were analyzed with the Affymetrix Microarray Suite (MAS) 5.0 algorithm using default analysis settings.

### Statistical Analysis

Data acquisition and normalization was done using Affymetrix MAS 5.0 software. Careful evaluation was made when summarizing image analyses into expression indices for each gene in each slide, as well as preprocessing the data to remove possible sources of systematic, non-biological variation. Only genes flagged as present by MAS 5.0 in at least one array were used in the statistical analysis.

Genes flagged as present were log transformed to facilitate normalization requirements. The log-transformed data were then analyzed for detection of differentially expressed genes between the four treatment groups (CO, E2T, P4T, and E2P4T). This analysis was performed using a mixed model analysis of variance (ANOVA) approach for a Latin square design [27]. The following gene-specific model was utilized:
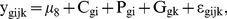
(1)

where: y_gijk_ represents the normalized log intensity signal, µ_8_ is the overall mean for gene g, C_gi_ is the random effect of cow i, P_gi_ is the random effect of period j, G_gk_ is the fixed effect of the experimental group k, and ε_gijk_ is a residual term. The index g in each of the model components indicates that those effects are specific for gene g. To complement each gene-specific ANOVA, contrasts involving the experimental groups were used to test the main effects of E2-17β and P4, as well as the interaction between them. These analyses were performed using the MIXED procedure of SAS (SAS, 2004). In order to account for the multiple testing problem, the p-values from the ANOVA-F tests were converted to q-values [28] to establish statistical significance based on a false discovery rate (FDR).

### Data Filtering and Annotation

First, differentially expressed genes identified by ANOVA were ranked and prioritized using a *P*-value cut-off <0.01 to identify an initial subset of differentially expressed genes for further investigation. From this subset of genes, we next performed a contrast analysis in order to identify genes that were differentially expressed between specific treatment groups by selecting for genes with 1.25 absolute fold-change in addition to *P*-values <0.05. These same combined criteria were also used to examine overlapping differentially-regulated genes (genes that were differentially expressed by different treatments).

Genes that matched the criteria were subsequently analyzed using principal component analysis (PCA) and hierarchical clustering using SAS, with Euclidian distance to group data points with the smallest distances.

Gene function and identification was achieved by the NetAffyx (www.affymetrix.com) based on the Gene Ontology database, followed by a study of overrepresented lists of genes using DAVID (http://david.abcc.ncifcrf.gov), in which a chi-squared based test was used to detect overrepresented gene categories on the lists of differentially expressed genes [29]. Because of limitations on bovine genome annotation, only 79% of differently-expressed genes could be further annotated by DAVID. All the microarray data is MIAME compliant and the raw data have been deposited in a MIAME compliant database, the National Center for Biotechnology Information Gene Expression Omnibus (www.ncbi.nlm.nih.gov/gsd, accession number: GSE45857).

## Results

### Circulating Concentrations of Steroid Hormones

Cows were ovariectomized at least 28 d prior to the beginning of the trial and then assigned to hormonal treatments for periods of 14 d separated by treatment rest intervals. Basal concentrations of E2-17β and P4 were extremely low in all ovariectomized cows used in this experiment and much lower than the cows treated with E2-17β or P4 (overall, *P*<0.01). During the first 24 h of implant insertion, a peak of each steroid hormone was observed at around 12 h (data not shown). Figure 1 shows the mean circulating concentration of steroid hormones during the days of hormonal treatments. Treatment with E2-17β ear implants increased (*P*<0.05) circulating E2-17β concentrations to 101.1±15.2 pg/mL (E2T) and 73.6±8.4 pg/mL (E2P4T), while CO (0.98±0.1 pg/mL) and P4T (1.2±0.1 pg/mL) did not elevate E2-17β concentrations. Treatment with P4 (using CIDR) increased (*P*<0.01) circulating P4 to 2.9±0.3 ng/mL (P4T) and 2.7±0.3 ng/mL (E2P4T). There were very low concentrations of circulating P4 in cows from CO (0.09±0.05 ng/mL) and E2T (0.01±0.01 ng/mL) groups (these values were close to P4 assay sensitivity). Thus, all treatments were effective in increasing circulating steroid hormones. In addition, cows from all treatment groups had similar body weights (613±39 kg) that only increased marginally during the entire experiment (28.6 kg of weight gain on average), with no differences between treatment periods.

**Figure 1:**
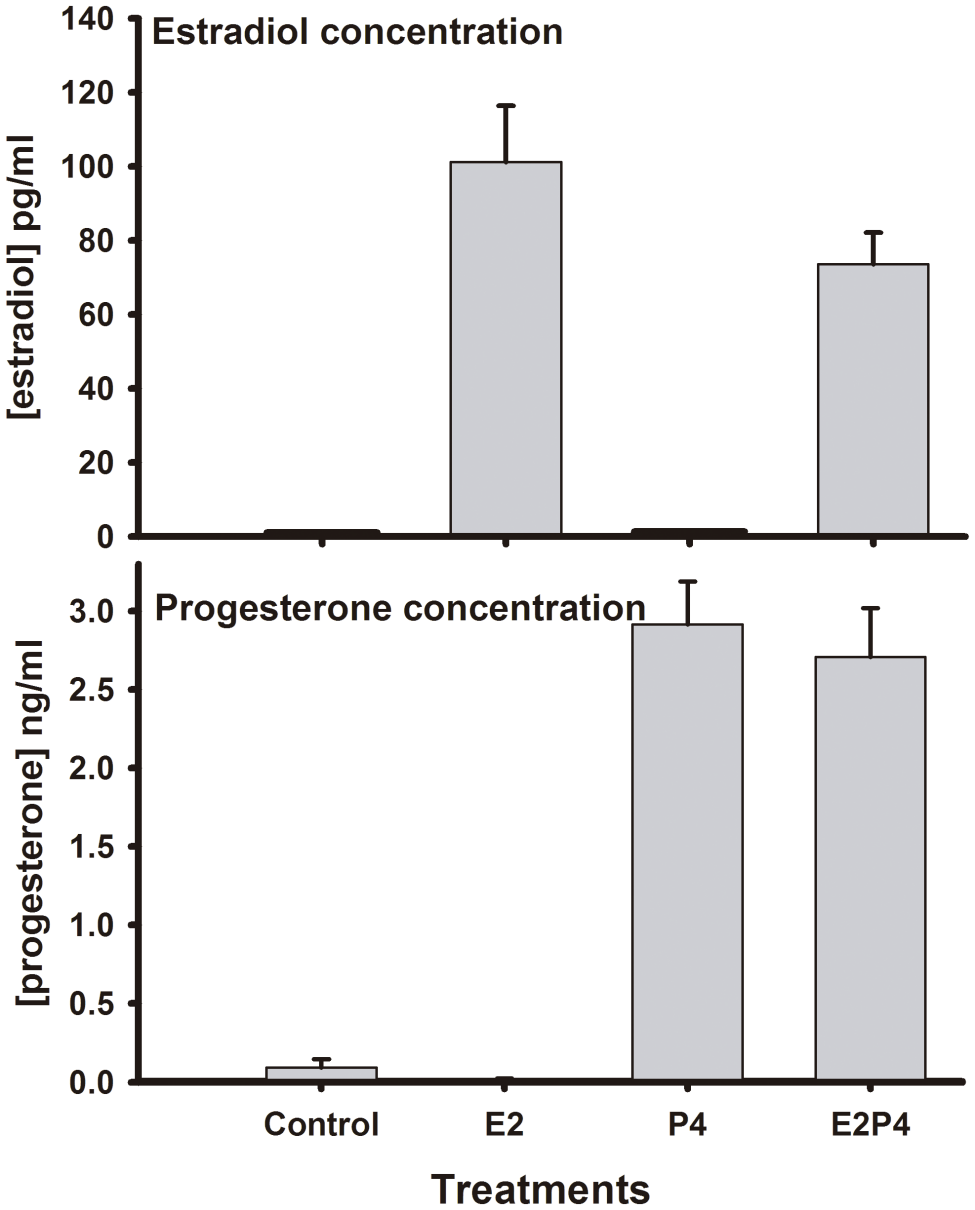
Circulating concentrations of steroid hormones. The daily concentration of estradiol (pg/ml) and progesterone (ng/ml) during hormonal treatment was averaged in this plot (n = 8).

### Overall Hepatic Gene Expression Results

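Liver biopsies from ovariectomized Holstein cows were taken after 14 days of treatment, and the mRNA of each biopsy was hybridized to an Affymetrix Bovine GeneChip. The deposited table holds 28 arrays. There were 7 arrays from untreated cows (CO), 7 from cows with an ear implant of 24 mg of estradiol-17β (E2T), 7 from cows with 2 progesterone inserts (P4T) and 7 from cows with both (E2P4T). The study's methods give the inserts as intravaginal, which is used here, whereas the sample labels of P4T call the exposure intradermal. The labels number the arrays of each group from 1 to 7 and give neither the cow nor the period of the Latin square. The authors obtained a signal intensity for each probe set, a group of short probes for 1 transcript, with GCOS 1.4 and MAS 5.0, which scaled every array to the same trimmed mean. Detection calls are not in the table, and the number of arrays limits the precision of every value. Of 24016 probe sets other than controls, the 18703 with the highest maximum signal were tested, the number that the study reports as present in the liver. The lowest of their maxima was a signal of 353. Signals were set on a log2 scale without further scaling between arrays. The 4 groups were fitted together in limma 3.58.1, with 1 coefficient per group and with variances moderated along a trend with the mean signal. A moderated F test over the contrasts of E2T, P4T and E2P4T with CO stands in for the mixed model of the study, since cow and period are not known. P-values were adjusted over the probe sets by the method of Benjamini and Hochberg. The study criteria were an F test p under 0.01, a contrast p under 0.05 and a fold change of at least 1.25. Gene symbols came from the annotation of the array, and 10840 of the tested probe sets (58%) had exactly 1 symbol. Changes are given as log2 fold changes against CO with their standard errors.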

An evaluation of signal values from each microarray indicated that two of the arrays produced signals that were significant outliers (one from P4T and another from E2P4T) compared to the other arrays. These arrays were not utilized in subsequent analyses. At the end, 8 arrays in the E2T and in the CO, and 7 arrays in the P4T and E2P4T were further analyzed. 

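The hepatocyte markers were 21 genes of secreted and metabolic liver proteins, such as albumin and the apolipoproteins. Their mean log2 signal was 15.22 ± 0.15 (SD, n = 7 arrays) in CO, 14.95 ± 0.2 in E2T, 14.95 ± 0.21 in P4T and 14.24 ± 1.91 in E2P4T. The array E2P4T number 5 stood apart at 9.97, whereas the other arrays lay between 14.58 and 15.49. On this array ALB, the gene of albumin, had a log2 signal of 12.06 against 16.57 to 18.16 on the others. APOB, the structural protein of very low density lipoproteins, had 5 against 14.93 to 16.11. The array P4T number 4 had a hepatocyte mean of 15.11, within the range of the others, and differed in its controls. The hybridisation spikes, control RNAs added to each labelled sample, had a mean log2 signal of 17.67 on P4T number 4 and 18.6 on E2P4T number 5, and 13.41 to 16.65 elsewhere. The 1% of probe sets with the highest signals held 36.03% of the total in CO and 32.87% in treated arrays (exact permutation p = 0.0092; adjusted p = 0.055 over 6 measures of quality), and the 5 other measures had adjusted p of 0.51 to 0.64. In E2P4T against CO the hepatocyte markers had a median log2 fold change of -1, and 20 of 21 genes were lower (camera, a gene set test of limma, adjusted p = 8.5e-09 with a preset correlation; adjusted p = 0.54 with an estimated correlation). Medians were -0.17 in E2T (adjusted p = 0.48; 0.9 with an estimated correlation) and -0.18 in P4T (adjusted p = 0.43; 0.95 with an estimated correlation). With P4T number 4 and E2P4T number 5 left out, an alternative chosen after seeing the data, the medians were -0.17, -0.29 and -0.26 (adjusted p = 0.017, 5.4e-04 and 0.0074; 0.57, 0.44 and 0.47 with an estimated correlation). All 28 arrays were kept for the values at the study's statements, since the labels do not name the arrays that the study left out.

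**Figure D1:**
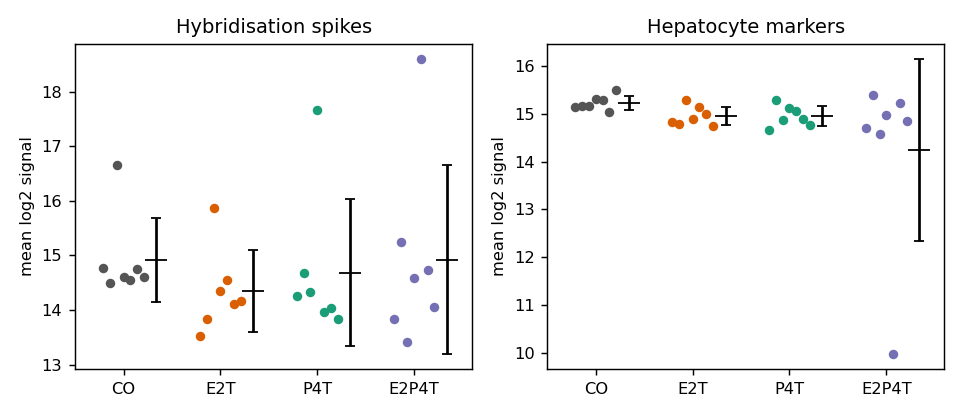
Mean log2 signal of the hybridisation spikes and of the hepatocyte markers on each of 28 arrays, by treatment group, with bars at the mean ± SD of 7 arrays. E2P4T number 5 lies at 9.97 for the hepatocyte markers, and P4T number 4 and E2P4T number 5 have the highest spike signals, 17.67 and 18.6.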

Figure 2 shows a histogram of *P*-values for differences between treatments for each of the genes flagged present by MAS 5.0. Under the null hypothesis of no treatment effect on any gene, it is expected that a similar number of genes would be found within each of the 20 histogram categories (∼930 genes per category). However, as shown, there are only about 800 genes in the higher *P*-value categories and an increasing number in the lower *P*-Value categories. This indicates that differential expression between treatments was occurring for many genes. In particular, there are more than 2000 genes in the *P*<0.05 category and these genes were used for subsequent selection of differentially expressed genes, as described in the Materials and Methods. 

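Across the liver transcripts, 395 probe sets had an F test p under 0.05, which is the first of 20 categories of equal width. An even spread over the categories would place 935 in each. The upper 10 categories held between 1009 and 1128 probe sets each, and the median p was 0.57. RHOB, a small GTPase of actin and membrane traffic, and LAD1, a protein that anchors epithelium to the basement membrane, lay in the first category. NCOR1, a corepressor of nuclear receptors, lay outside it, with log2 fold changes of -0.16, -0.01 and -0.11 in E2T, P4T and E2P4T (standard error 0.2, n = 7 arrays per group). The other NCOR1 probe set had 0.23, 0.2 and 0.27 (standard error 0.4). Without P4T number 4 and E2P4T number 5, left out after seeing the data, the first category held 1067 probe sets. A gene's F test adjusted p was 1 throughout the full set of arrays.

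**Figure D2:**
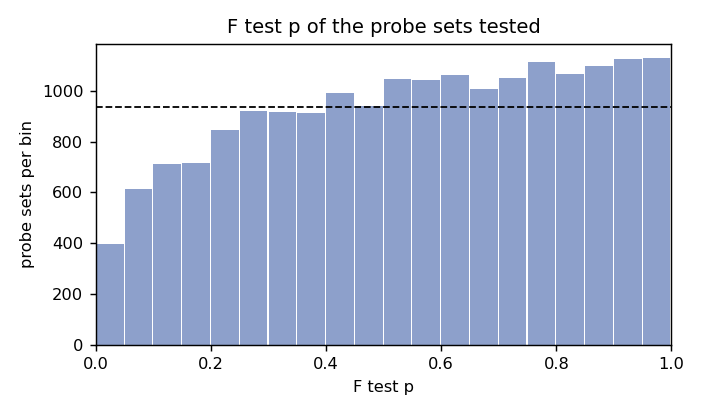
Number of probe sets (vertical axis) in each of 20 categories of the F test p between 0 and 1 (horizontal axis), over 18703 probe sets and 28 arrays. The lowest category holds 395 probe sets and the highest count is 1128, with the even share of 935 drawn as a line.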

Following the ANOVA, 592 genes were determined to have significant (*P*<0.01) treatment differences in steady-state concentrations of mRNA and these genes were utilized in subsequent analyses. This represented 3.2% of the total number of genes that were found to be present in the bovine liver (18,703 genes). After evaluation of q-values for those 592 differentially expressed genes, the false discovery rate was determined to be 21%.

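RHNO1, a partner of the DNA damage checkpoint, was among the transcripts with the clearest difference between groups. Its mean log2 signal was 8.68 ± 0.51 (SD, n = 7 arrays) in CO, 9.54 ± 0.28 in E2T, 9.53 ± 0.4 in P4T and 9.29 ± 0.44 in E2P4T. The log2 fold changes were 0.87, 0.85 and 0.61 (standard error 0.24; adjusted p = 0.87, 1 and 0.93 from limma). All 7 arrays of E2T and of P4T and 6 of E2P4T lay above the mean of CO. By the F test, 63 probe sets (0.337% of those tested) had a p under 0.01, against 187 expected with no difference between groups. Of these, 33 had a gene symbol, 30 had none and 9 are named in the paper, and 0 of those with a symbol belong to the oxidative phosphorylation list. An adjusted F test p under 0.05 was found for 0 probe sets with limma, and for 0 without moderated variances. The count of 63 was 38 without CO number 3, 108 without CO number 6, 95 without E2T number 3, 102 without P4T number 4 and 113 without E2P4T number 5. It was 195 without both P4T number 4 and E2P4T number 5, chosen after seeing the data, and the adjusted count was again 0. Within the arrays numbered 1 to 4 the count was 86, and within those numbered 5 to 7 it was 30.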

**Figure 2:**
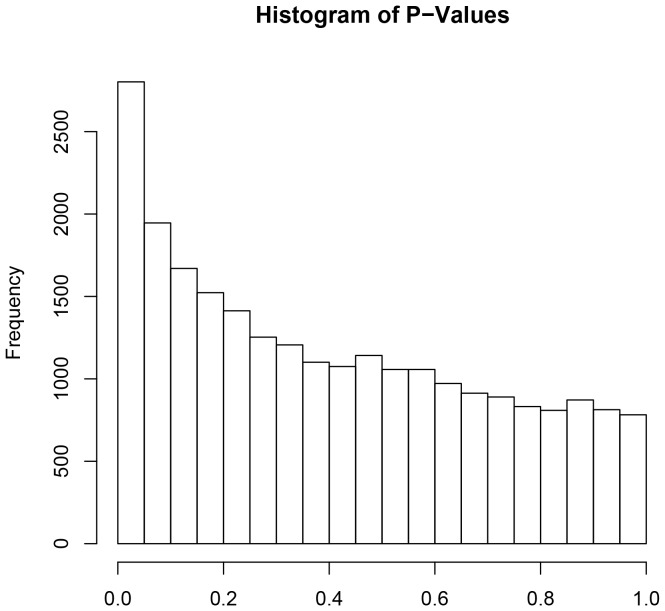
Histogram of *P*-Values. Using the ANOVA analysis, a histogram of P-values was generated based on the treatment effects for genes present in at least one array (18,603 genes). It is observed a higher than expected (under the null hypothesis of no treatment effects) number of genes with low *P*-Values.

Principal component analysis was next performed, based on the concentrations of the 592 differentially expressed genes in the microarray analysis. Each individual liver biopsy was analyzed for the two principal components and the scatter-plot for each array in the four treatments is shown in Figure 3. Gene expression in the CO arrays was found to be quite distinct from gene expression in any of the other treatment groups, shown by the tight cluster of CO arrays. In contrast, the great majority of the samples from the three treatment groups were clustered together and apart from the CO cluster. 

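Principal component analysis over the 63 selected probe sets placed the untreated livers at a mean first component score of -5.55 ± 2.9 (SD, n = 7 arrays). The E2T livers had 4.94 ± 1.68, the P4T livers 0.03 ± 2.59 and the E2P4T livers 0.58 ± 2.3. On this axis the spread of CO was the largest of the 4 groups. This component held 31% of the variance. The second component held 13.4% and set E2P4T apart, with a mean score of 4.01 ± 3.36. Of 21 treated livers, 18 scored above the highest CO array (-1.23). P4T number 4 (-5.4), E2P4T number 5 (-3.5) and E2P4T number 2 (-1.6) scored nearer to the median of CO than to that of the treated arrays. CO number 6 scored nearer to the treated arrays. Probe sets selected for a difference between groups separate the groups by construction. Over all tested probe sets, the first component held 25.5%, 6 treated livers lay nearer to CO, and 10 scored above the highest CO array. There the spread of CO was the smallest, with an SD of 47.81 against 50.27 in E2T, 80.26 in P4T and 95.19 in E2P4T. The 3 treated livers on the CO side became 0 without P4T number 4. They became 1 without any 1 of CO numbers 1, 3, 6 and 7, E2T numbers 1, 2, 3 and 7, P4T numbers 1, 2 and 5, or E2P4T numbers 2, 4 and 5.

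**Figure D3:**
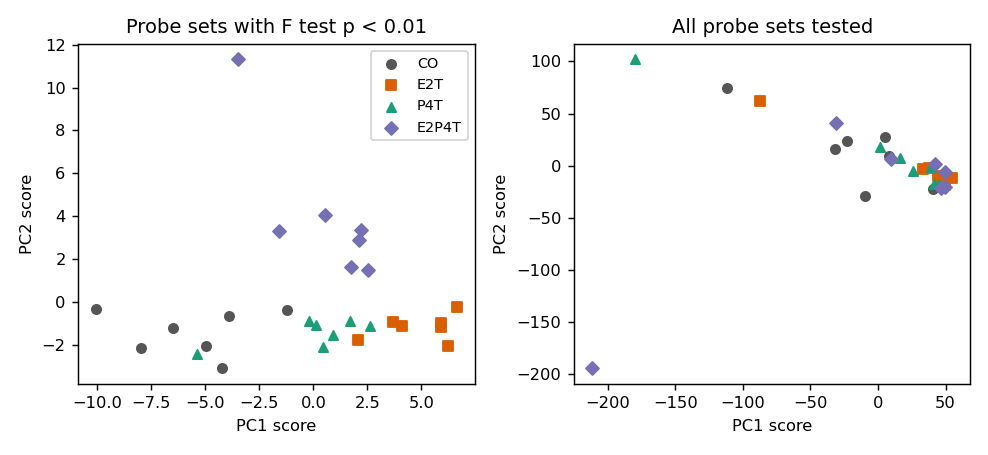
First (31% of variance) and second (13.4%) principal component scores of 28 liver arrays over the 63 selected probe sets, with 1 point per array marked by group. CO arrays lie between -10.04 and -1.23 on the first component, and 18 of 21 treated arrays lie above them.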

One sample from each of the groups was easily distinguished from the two main clusters.

**Figure 3:**
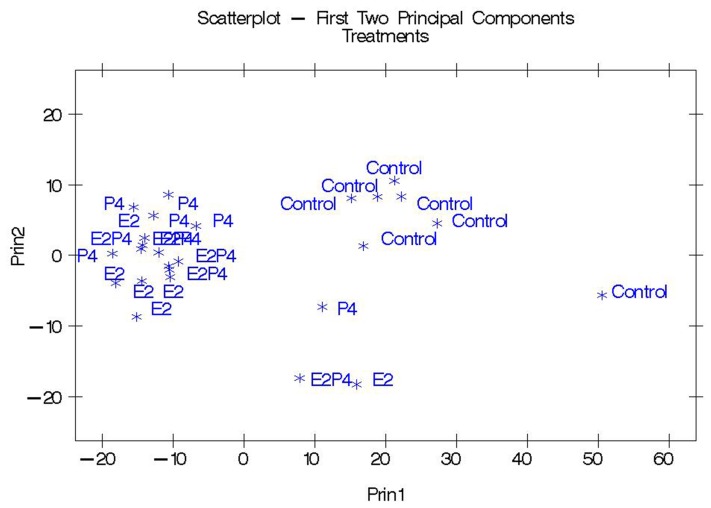
Principal component analysis. Principal component analysis (PCA) using gene expression measurements from 592 genes selected based on significance level (*P*<0.01). Control samples (CO) clustered effectively separated from the estradiol-17β (E2), progesterone (P4) and estradiol-17β+progesterone (E2P4T) treated samples.

Cluster analysis of expression patterns for individual genes between treatments was next performed for the 592 differentially-expressed genes in order to determine whether there were common patterns of treatment effects for different genes. The clusters were classified according to the pattern of gene expression for each individual gene among the treatments. A complementary analysis was performed to verify the percentage of genes that were significantly altered by each treatment among the genes indicated in each of the cluster patterns. For the current cluster analysis, only genes with fold changes greater than 1.25 and *P*-values <0.05 in a given contrast between treatments were considered significant. There were 20 clusters generated by this analysis and the majority of the differentially expressed genes (485 genes = 82%) fit into 5 main clusters. The remaining 107 genes were categorized into 15 other less-representative clusters. Figure 4 depicts the expression pattern for the genes that fit into the 5 main clusters. The number of genes that fit into each cluster was 172, 173, 69, 47, and 24 genes, for clusters 1 to 5 respectively.

**Figure 4:**
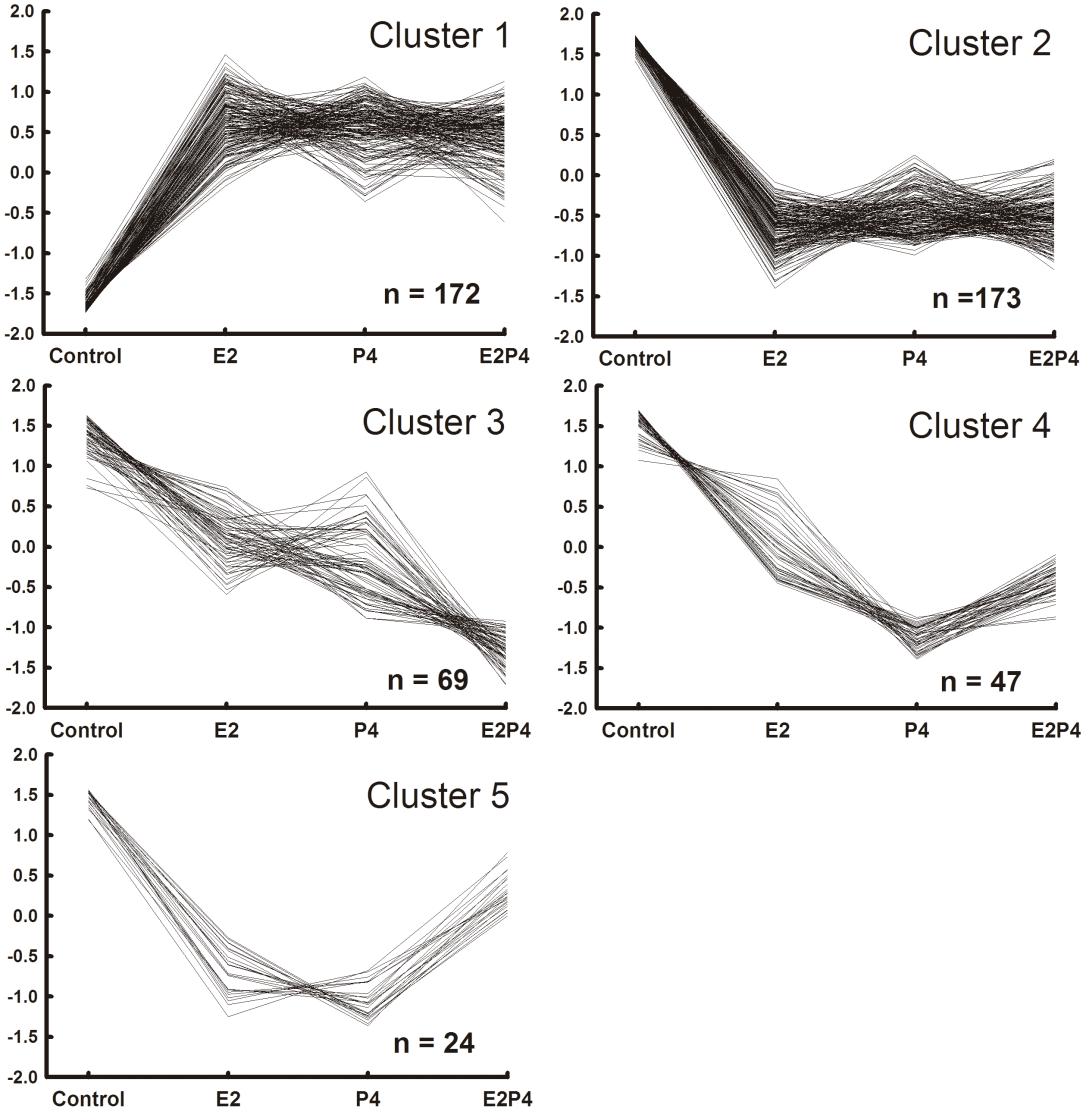
Hierarchical clustering analysis of significant genes by treatment. Unsupervised hierarchical clustering analysis produced five main clusters. The clusters correspond to upregulated genes in all treatments (Cluster 1, n = 172), downregulated genes in all treatments (Cluster 2, n = 173), synergized downregulated genes (Cluster 3, n = 69), marked P4 downregulated genes that were moderately downregulated by estradiol-17β and estradiol-17β+progesterone (Cluster 4, n = 47), and genes that were downregulated by estradiol-17β and progesterone alone and antagonized by the combined treatment (Cluster 5, n = 24). An extensive similarity of magnitude and direction of expression can be observed between significantly regulated genes.

The two major clusters (1 and 2) found gene expression levels in all three treatment groups clearly distinct from gene expression in CO. 

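Among the 63 transcripts selected by the F test, 17 had treated means above CO in all of E2T, P4T and E2P4T, and 32 had treated means below CO in all of them (49 in total, 77.8%). BZW2, a regulator of translation, had log2 fold changes of 1.19, 0.43 and 1.44 (standard error 0.44, n = 7 arrays per group; adjusted p = 0.87, 1 and 0.93 from limma). EEFSEC, the elongation factor for selenocysteine, had -1.74, -0.71 and -0.43 (standard error 0.49), and -0.41, -0.28 and -0.14 at its other probe set. Both were chosen after their values were seen. In 11 of the selected transcripts, E2T and P4T lay on opposite sides of CO. Ward clustering of the group means into 20 clusters placed 27 probe sets (42.9%) in the 5 largest clusters, and average linkage placed 34 there. The 49 on the same side were 26 without CO number 3, 79 without CO number 1, 99 without CO number 6, 81 without E2T number 3, 91 without P4T number 4 and 94 without E2P4T number 5. With both of the last arrays left out, after seeing the data, 179 lay on the same side.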

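TPRKB, a subunit of a complex that modifies transfer RNA, had a mean log2 signal of 8.4 ± 0.5 (SD, n = 7 arrays) in CO. It was 9.23 ± 0.46 in E2T, 9.02 ± 0.3 in P4T and 9.27 ± 0.25 in E2P4T, log2 fold changes of 0.83, 0.62 and 0.87 (standard error 0.24; adjusted p = 0.87, 1 and 0.93 from limma). SH3BGRL2 had 10.32 ± 0.56 in CO and was higher by 0.77, 0.47 and 0.71 (standard error 0.21, same adjusted p), on all 7 arrays of each treatment. TDP2, which repairs topoisomerase adducts on DNA, was higher by 0.63 and 0.76 in E2T and E2P4T and by 0.31 in P4T (standard error 0.22). MYO19, a mitochondrial myosin chosen after its values were seen, had 1.55, 1.6 and 2.07 (standard error 0.52) at 1 probe set, and -1.06, -1.67 and -1.14 (standard error 0.73) at another. SPTSSB, a subunit of the enzyme that begins sphingolipid synthesis, had 0.96, 0.82 and 0.54 (standard error 0.62), and -0.21, 0.08 and 0.03 (standard error 0.46) at its other probe set. By the study criteria, 9 of the 17 selected transcripts with all treated means above CO (52.9%) were higher in every treatment. Adjusted over the probe sets, 0 passed with limma or without moderated variances, where 273, 177 and 407 were higher at an unadjusted p under 0.05 (567, 448 and 560 with P4T number 4 and E2P4T number 5 left out after seeing the data).

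**Figure D4:**
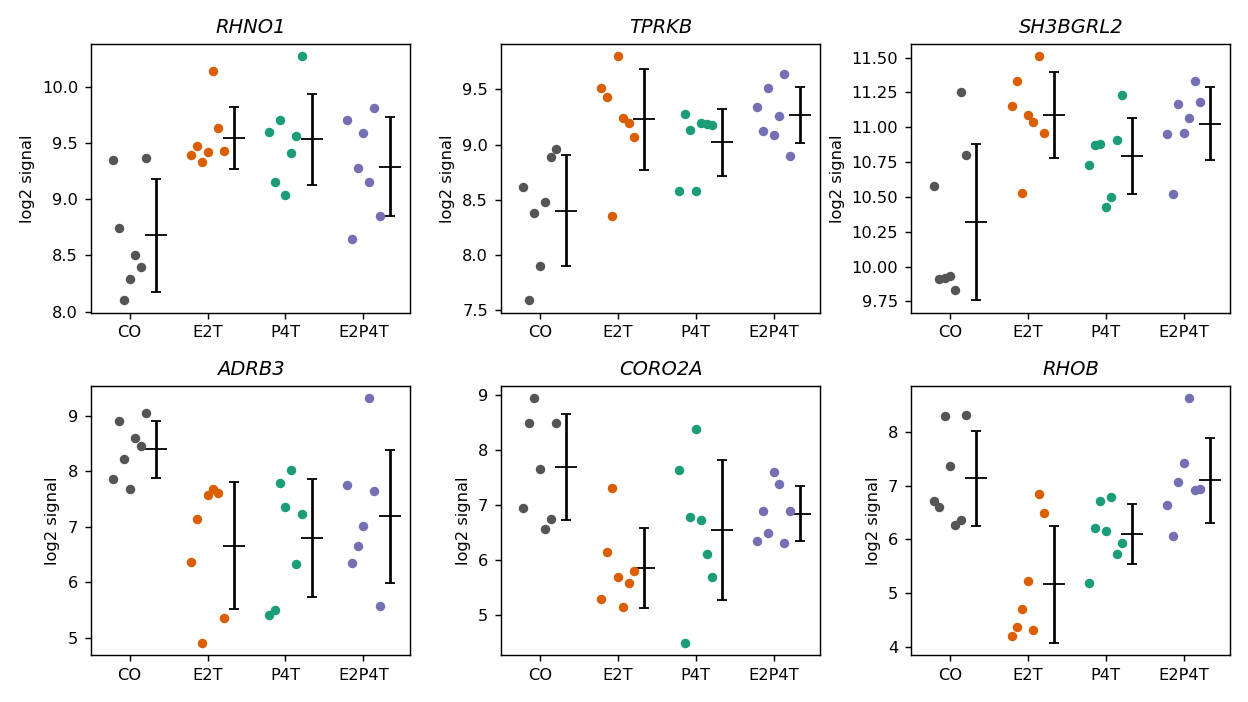
Log2 signal of RHNO1, TPRKB, SH3BGRL2, ADRB3, CORO2A and RHOB on each of 28 arrays, by treatment group, with bars at the mean ± SD of 7 arrays. RHNO1, TPRKB and SH3BGRL2 lie higher in the treated groups, and ADRB3 and CORO2A lie lower; RHOB is lower in E2T and P4T and near CO in E2P4T.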

Cluster 1 contained genes that were up-regulated similarly by E2T, P4T, and E2P4T. Of the 172 transcripts in cluster 1, a total of 121 of these transcripts (70.3%) were significantly upregulated in all treatments when compared to CO. Conversely but analogously, cluster 2 contained genes that were down-regulated by all of the treatments. 

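ADRB3, the β3 adrenergic receptor, had a mean log2 signal of 8.39 ± 0.51 (SD, n = 7 arrays) in CO and log2 fold changes of -1.73 in E2T, -1.59 in P4T and -1.21 in E2P4T (standard error 0.53; adjusted p = 0.87, 1 and 0.93 from limma). It was below the mean of CO on 7, 7 and 6 arrays. CORO2A, an actin-binding coronin, had 7.68 ± 0.96 in CO and -1.84, -1.15 and -0.85 (standard error 0.51). SALL2, a zinc finger transcription factor, had -1.46, -0.94 and -0.71 (standard error 0.57), and another probe set -0.25, 0.72 and 0.6 (standard error 0.68). CCDC97 had -0.16, -0.07 and 0.06 (standard error 0.19). AP4M1, a subunit of an adaptor of vesicle traffic, had -1.77, -0.72 and -0.79 (standard error 0.57), and its probe set of highest signal had -0.03, -0.19 and 0.17. The 32 selected transcripts with all treated means below CO include 6 lowest in E2P4T and 4 lowest in P4T and least low in E2T. The paper places these patterns in its clusters 3 and 4, so the 32 are a wider group than its cluster 2. By the study criteria, 3 of the 32 (9.38%) were lower in every treatment. The only 1 of these 3 with a symbol was ADGRL3, an adhesion receptor chosen after its values were seen, with -2.36, -1.61 and -1.93 (standard error 0.54).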

Of the 173 genes contained in cluster 2, a total of 160 genes (92.5%) were significantly down-regulated by all treatments compared to CO. The majority (58.3%) of genes were grouped into these first 2 clusters. 

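EHBP1L1, a protein of endosomal membrane traffic, had a mean log2 signal of 8.25 ± 0.79 (SD, n = 7 arrays) in CO and log2 fold changes of -0.96 in E2T, -1.12 in P4T and -1.81 in E2P4T (standard error 0.57; adjusted p = 0.87, 1 and 0.93 from limma). It was below the mean of CO on 7, 6 and 7 arrays. FBXO15, an F-box protein, had -0.76, -0.68 and -0.9 (standard error 0.37), and -1.23, 0.38 and -0.01 (standard error 0.86) at its other probe set. TMEM179B had -1.03, -0.83 and -1.05 (standard error 0.6), and -0.21, 0.05 and 0.06 at its probe set of highest signal. JUNB, a transcription factor of the AP-1 family, had -0.71, -0.19 and -0.92 (standard error 0.28) and was lower on all 7 arrays of E2T and of E2P4T. POLR1E, a subunit of RNA polymerase I chosen after its values were seen, had -1.21, -0.82 and -2.1 (standard error 0.58) at 1 of its probe sets. JUNB and POLR1E belong to the 6 selected transcripts with every treated mean below CO and E2P4T below both single treatments. In 0 of these was E2P4T lower than both single treatments with an adjusted p under 0.05 from limma or without moderated variances. At an unadjusted p under 0.05, 71 of the tested probe sets were lower in E2P4T than in E2T and 153 lower than in P4T, and with P4T number 4 and E2P4T number 5 left out after seeing the data 150 and 130 were.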

Cluster 3 is characterized by a synergism between E2-17β and P4, since the levels of expression of these transcripts were lower in E2P4T than in E2T or P4T alone. A total of 22 of the 39 genes (56.5%) that were classified into cluster 3 showed a significantly decreased gene expression for E2T and P4T compared to CO and for E2P4T compared to E2T or P4T alone. 

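TXNDC11, a thioredoxin-domain protein of the endoplasmic reticulum, had a mean log2 signal of 11.37 ± 0.34 (SD, n = 7 arrays) in CO. Its log2 fold changes were -0.33 in E2T, -0.59 in P4T and -0.56 in E2P4T (standard error 0.18; adjusted p = 0.87, 1 and 0.93 from limma). MAP3K14, a kinase of the noncanonical NF-κB pathway chosen after its values were seen, had -0.84, -1.75 and -1.2 (standard error 0.48). These are the symbols among the 4 selected transcripts that were lowest in P4T, least low in E2T and below CO in every treatment. Of the genes that the study lists for this pattern, ERCC3, a helicase of DNA repair and transcription, had -0.97, -1.06 and -0.8 (standard error 0.49), and TRPC2, a cation channel, had -1.71, -0.82 and -1.29 (standard error 0.82). At the probe sets of highest signal, ERCC3 had 0.09, -0.45 and 0.23 and TRPC2 had 0.01, -0.03 and 0.18. VPS53, a tethering protein of the Golgi that the study lists in cluster 5, had -0.76, -0.88 and -0.93 (standard error 0.44).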

Cluster 4 contained genes that were most markedly down-regulated by P4T and least down-regulated by E2T. Out of 47 genes clustered in cluster 4, there were 29 genes (61.7%) that were significantly down-regulated by all treatments, compared to CO. Cluster 5 contained genes that were down-regulated by E2T or P4T alone but were less down-regulated by E2P4T. Of the 24 transcripts classified into cluster 5, there were 17 transcripts (70.8%) that were significantly decreased by E2T or P4T; whereas, the pattern produced by E2P4T did not differ from the CO pattern. 

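RHOB had a mean log2 signal of 7.14 ± 0.88 (SD, n = 7 arrays) in CO and log2 fold changes of -1.98 in E2T, -1.03 in P4T and -0.04 in E2P4T (standard error 0.5; adjusted p = 0.87, 1 and 1 from limma). It was below the mean of CO on all 7 arrays of E2T and of P4T and on 5 of E2P4T. Its probe set of highest signal had 0.39, 0.09 and 0.05. ZNF527, a zinc finger protein, had -0.45, -0.63 and -0.13 (standard error 0.25) and was lower on 7, 7 and 5 arrays. PI4KA, a kinase of phosphatidylinositol, had -0.43, -0.5 and -0.24 (standard error 0.23). MYOC had -1.38, -1.33 and -0.43 (standard error 0.54). RHOB is 1 of 18 selected transcripts with E2T and P4T below CO and E2P4T above both. For none of these genes did a contrast pass an adjusted p of 0.05.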

Examples of genes that were classified into clusters 1–5 are listed in Table 1. Clearly the expression patterns for genes in cluster 1 are distinct from the other 4 clusters since these genes are up-regulated. However, various patterns of decreased gene expression for all treatment groups are evident for genes in clusters 2–5.

**Table 1:** Examples of genes significantly regulated by estradiol-17β (E2T), progesterone (P4T) and estradiol-17β+progesterone (E2P4T) treatment, grouped in 5 distinct clusters.

Gene	Gene Description	Cluster	E2T		P4T		E2P4T	
			Fold-Change	*P*	Fold-Change	*P*	Fold-Change	*P*
*SECTM1*	secreted and transmembrane 1	1	5.6	4.6E-05	4.0	4.8E-04	2.4	1.2E-02
*PPP2R5E*	protein phosphatase 2, regulatory subunit B′, epsilon isoform	1	3.9	1.4E-03	2.7	1.4E-02	3.6	3.0E-03
*CDK2*	cyclin-dependent kinase 2	1	2.5	2.2E-03	2.0	2.1E-02	3.0	1.0E-03
*MGC165862*	hypothetical LOC614805	1	2.2	8.9E-05	2.0	4.2E-04	1.5	2.1E-02
*C3orf57*	hypothetical protein LOC780785	1	1.9	8.7E-03	2.3	3.1E-03	2.2	4.2E-03
*ADRB3*	adrenergic, beta-3-, receptor	2	−3.7	7.5E-05	−3.9	8.2E-05	−2.8	8.3E-04
*CORO2A*	coronin, actin binding protein, 2A	2	−3.5	1.9E-04	−2.7	2.1E-03	−1.9	2.7E-02
*AP4M1*	adaptor-related protein complex 4, mu 1 subunit	2	−3.5	1.2E-04	−2.6	1.7E-03	−2.5	2.5E-03
*SALL2*	sal-like 2 (Drosophila)	2	−2.9	7.8E-04	−2.1	1.1E-02	−2.7	1.8E-03
*CCDC97*	Coiled-coil domain containing 97	2	−2.8	8.3E-03	−3.0	7.3E-03	−3.6	2.9E-03
*EHBP1L1*	EH domain binding protein 1-like 1	3	−2.1	2.5E-02	−2.9	4.5E-03	−3.7	1.1E-03
*HBB///HBE1*	hemoglobin, beta///hemoglobin, epsilon 1	3	−2.3	3.4E-03	−2.2	6.4E-03	−3.4	2.5E-04
*TMEM179B*	Transmembrane protein 179B	3	−2.0	9.8E-03	−1.8	2.7E-02	−2.8	1.1E-03
*FBXO15*	F-box protein 15	3	−1.7	1.8E-03	−1.7	2.9E-03	−2.3	5.2E-05
*HIP1R*	huntingtin interacting protein 1 related	3	−1.7	4.9E-03	−1.5	3.6E-02	−2.3	3.6E-04
*TRPC2*	transient receptor potential channel 2	4	−2.9	3.2E-02	−7.5	1.1E-03	−3.8	1.5E-02
*NAP1L4*	Nucleosome assembly protein 1-like 4	4	−2.8	1.3E-02	−5.8	4.1E-04	−3.5	4.6E-03
*ERCC3*	Excision repair cross-complementing rodent repairdeficiency, CC 3	4	−2.0	8.6E-03	−2.9	5.0E-04	−2.1	6.5E-03
*LOC514916*	similar to Dual-specificity tyrosine-(Y)-phosphorylationregulated kinase 2	4	−1.7	1.6E-05	−2.0	1.7E-06	−1.8	1.4E-05
*LOC526608*	similar to endo-beta-N-acetylglucosaminidase		−1.4	1.2E-02	−1.9	2.6E-04	−1.7	1.0E-03
*VPS53*	vacuolar protein sorting 53 homolog (S. cerevisiae)	5	−1.7	6.0E-03	−2.1	7.1E-04	−1.5	3.4E-02
*COL22A1*	Collagen, type XXII, alpha 1	5	−1.7	6.4E-04	−1.6	2.2E-03	−1.3	5.0E-02
*LOC506005*	similar to connexin43-interacting protein of 150 kDa	5	−1.6	9.2E-03	−1.9	1.5E-03	−1.4	4.8E-02
*ZNF527*	zinc finger protein 527	5	−1.4	6.3E-03	−1.6	4.3E-04	−1.3	4.0E-02
*PI4KA*	phosphatidylinositol 4-kinase, catalytic, alpha	5	−1.3	4.2E-03	−1.6	2.2E-04	−1.3	1.7E-02

### Quantitative Analysis of Gene Expression Responses Induced by each Individual Treatment

To discriminate the effects induced by E2T, P4T and E2P4T, a subsequent analysis was performed that utilized the genes that were below the *P*<0.01 cut-off and also had a minimum of a 1.25-fold change in expression. Using these criteria, a total of 578 differentially expressed genes (97.6% of the selected 592 genes) were detected and the distribution of this differential expression by treatment group is shown in the Venn Diagrams in Figure 5. Among those 578 genes, E2T altered expression of 479 genes, P4T altered expression of 472 genes, and E2P4T altered expression of 468 genes. 

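In E2T, 55 probe sets passed the study criteria. They included TPRKB and SH3BGRL2, which were higher, and RHOB and CORO2A, which were lower. In P4T 29 passed, among them LAD1 (lower), and in E2P4T 33 passed, among them TDP2 (higher). The groups held 7 arrays each. With limma's adjusted p under 0.05, 0 probe sets passed in each contrast, and 0 without moderated variances. At an unadjusted p under 0.05, 1013 passed in E2T, 518 in P4T and 916 in E2P4T, against 935 expected by chance, and the lowest adjusted p was 0.87, 1 and 0.93. These counts were 1909, 1533 and 1778 with P4T number 4 and E2P4T number 5 left out after seeing the data, and the lowest adjusted p was then 0.23, 0.26 and 0.46. The 55 of E2T were 28 without CO number 3, 97 without CO number 6, 36 without E2T number 1, 33 without E2T number 2, 84 without E2T number 3, 33 without E2T number 6 and 89 without E2P4T number 5. The 29 of P4T were 60 without CO number 1, 17 without CO number 3, 68 without CO number 6, 69 without P4T number 4, 18 without P4T number 7 and 46 without E2P4T number 5. The 33 of E2P4T were 63 without CO number 1, 22 without CO number 3, 83 without CO number 6, 55 without E2T number 3, 63 without P4T number 4, 53 without E2P4T number 2 and 84 without E2P4T number 5. Without both P4T number 4 and E2P4T number 5 the counts were 154, 128 and 149.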

Comparison of differentially expressed genes between all treatments revealed 346 genes (60%) that were similarly altered in expression by all three treatments (Figure 5A). Most of the genes that were significantly altered by one of the treatments were also altered by at least one other treatment (495 genes; 85.6%). 

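Of 63 transcripts that passed the study criteria in at least 1 treatment, 12 (19%) passed in all of E2T, P4T and E2P4T with 1 direction. RHNO1, TPRKB, SH3BGRL2 and MYO19 were higher in all of them, and ADGRL3 was lower. TDP2 and BZW2 were higher in E2T and E2P4T, and RHOB, LAD1 and CORO2A were lower in E2T and P4T. In all, 42 (66.7%) passed in at least 2 treatments and 30 in exactly 2. These were 12 in E2T and P4T, 14 in E2T and E2P4T, and 4 in P4T and E2P4T (n = 7 arrays per group). In the same direction, E2T and P4T shared 24 transcripts (11 higher and 13 lower), E2T and E2P4T shared 26 and P4T and E2P4T shared 16. For E2T and P4T, independent lists drawn from all tested probe sets would share 0.01 higher and 0.04 lower. Every list came from the same 63 transcripts selected by the F test, so these expected numbers cannot show an excess of sharing. All contrasts share the CO arrays. When residual arrays were given group labels at random, 100 draws gave a mean of 32.11 transcripts shared by E2T and P4T (45 draws as many as observed) and 18.71 shared by all treatments (0 to 177, 49 draws as many). With the CO arrays split into 3 and 4 between the contrasts, E2T and P4T shared 10.4 on average over 35 splits (5 to 18). The 12 were 44 without CO number 1, 8 without CO number 5, 53 without CO number 6, 19 without CO number 7, 22 without E2T number 3, 37 without P4T number 4 and 27 without E2P4T number 5. They were 83 with P4T number 4 and E2P4T number 5 left out after seeing the data.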

There were 149 genes that were significantly altered by only two of the treatments (Figure 5A). Interestingly, a similar distribution of differential gene expression was found for up-regulated genes (Figure 5B) and down-regulated genes (Figure 5C). However, there were more genes that were down-regulated by at least one of the treatments (382 of 578 genes; 66%) than genes that were up-regulated by at least one of the treatments (202 of 578 genes; 35%). 

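Lower transcripts outnumbered higher ones. Of the 63 transcripts that passed the study criteria, 45 (71.4%) were lower in at least 1 treatment, among them GRWD1, a ribosome biogenesis factor, and ST6GAL1, a sialyltransferase made in the liver. The higher ones numbered 18 (28.6%), among them RHNO1 and TPRKB. GRWD1 had log2 fold changes of -2.68, -2.05 and -0.48 in E2T, P4T and E2P4T (standard error 0.83, n = 7 arrays per group), and -0.49, -0.23 and -0.11 at its other probe set. ST6GAL1 had -2.71, -0.98 and -2.43 (standard error 0.84), and -0.19, -0.23 and -0.01 at its probe set of highest signal. Both were chosen after their values were seen. Of the higher transcripts, 9 (50%) passed in every treatment and 17 (94.4%) in at least 2. Of the lower ones, 3 (6.67%) passed in every treatment and 25 (55.6%) in at least 2. At an unadjusted p under 0.05, 740 probe sets were lower in E2T, 341 in P4T and 509 in E2P4T, and 1342, 1085 and 1218 with P4T number 4 and E2P4T number 5 left out after seeing the data. No probe set had an adjusted p under 0.05.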

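FOSL2, a transcription factor of the AP-1 family, had a log2 fold change of -2.99 in E2T (standard error 0.84; adjusted p = 0.87 from limma, n = 7 arrays per group). It had 0.02 in P4T and -1.33 in E2P4T, and its other probe set had -0.72, -0.15 and -0.31. DBH, which makes noradrenaline from dopamine, had -2.14 in E2T, 0.06 in P4T and -0.17 in E2P4T (standard error 0.7). Both were chosen after their values were seen. They belong to 17 transcripts that passed the study criteria in E2T and in no other treatment, all of them lower. NAP1L5 was the 1 transcript that passed in P4T alone, and 3 passed in E2P4T alone, so that 21 (33.3%) passed in 1 treatment. A threshold passed in 1 treatment and missed in another does not show that the treatments differ. In the direct contrast of E2T with P4T, 0 probe sets had an adjusted p under 0.05 with limma or without moderated variances.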

Figure 5A also shows that a relatively small number of genes (n = 83) were altered by only one of the treatments and not by any other treatment with numerically more of these genes altered by E2T (41 genes) than P4T (21 genes) or E2P4T (21 genes). 

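RBM23, an RNA-binding protein of splicing, had a mean log2 signal of 6.7 ± 1.26 (SD, n = 7 arrays) in CO. It had log2 fold changes of -1.72 in E2T, 0.14 in P4T and -2.5 in E2P4T (standard error 0.73; adjusted p = 0.87, 1 and 0.93 from limma). Its probe set of highest signal had -0.32, -0.19 and -0.22. No transcript passed the study criteria with a lower value in 1 treatment and a higher value in another (0 of 63).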

Note that only 6 genes had significant down-regulation by one treatment and up-regulation by a different treatment (Figure 5A and B).

**Figure 5:**
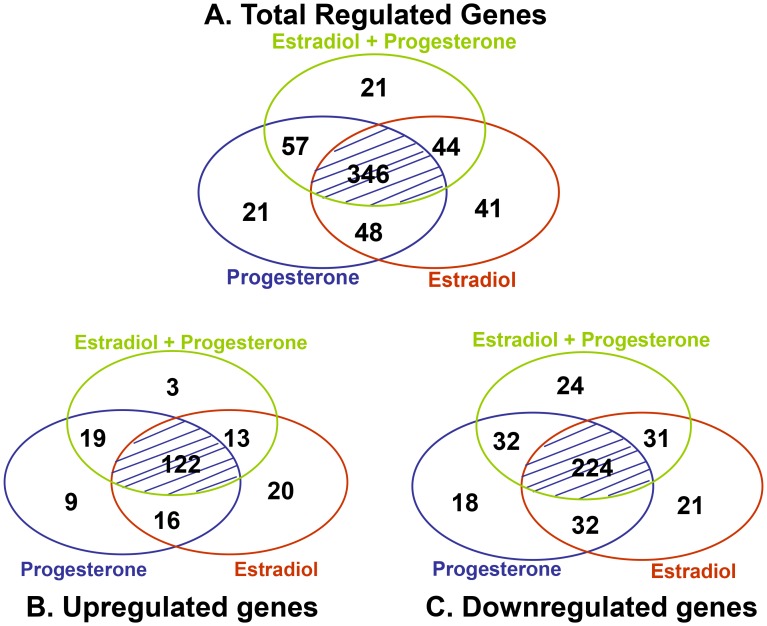
Venn diagrams. Venn diagrams of all genes regulated by estradiol-17β (E2T), progesterone (P4T) and the combined treatment (E2P4T) (A); genes up-regulated (B) and down-regulated (C) by all treatments; the highlighted intersection represents genes that were commonly regulated by all treatments. Each of the circles represents a different treatment. The numbers in the intersection of the circles represent the number of transcripts that were affected in the treatments represented by those respective circles. The numbers in the outer portion of each circle represent the number of transcripts that were exclusively affected in the treatment represented by that particular circle. There was a total of 578 differentially expressed genes (A); 202 upregulated genes (B) and 382 downregulated genes (C) compared to controls, considering the following stringency: fold change >1.25 and *P*<0.05.

### Functional Analysis of E2T, P4T, and E2P4T Gene Responses

To understand the functional relevance of the differentially expressed genes induced by steroid hormone treatments, we performed functional annotation analysis. Treatment with E2-17β altered expression of genes associated with oxidative phosphorylation, respiratory chain, mitochondrial membrane, and ion trans-membrane transport activity in the bovine liver. These were also the top enriched pathways detected for P4T and E2P4T. All of these gene clusters had enrichment scores (z-scores) greater than 3.0 and high significance (*P*<0.0001) for all treatments. 

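The subunits of oxidative phosphorylation, the mitochondrial complexes that make ATP, had a mean log2 signal of 12.49 ± 0.34 (SD, n = 7 arrays) in CO and 12.73 ± 0.32 in E2T. Of 74 measured genes of this list, 64 had a higher mean in E2T and 10 a lower one, with a median log2 fold change of 0.22. NDUFC1, a subunit of complex I, was higher by 0.65 (standard error 0.26), and ATP5PD, a subunit of the stalk of ATP synthase, by 0.65 (standard error 0.3; adjusted p = 0.87 for both from limma). NDUFV1 and NDUFA10, also of complex I, had -0.31 and -0.31 (standard errors 0.22 and 0.2). As a set the genes ranked higher than the other genes (camera adjusted p = 8.4e-09 with a preset correlation; adjusted p = 0.69 with an estimated correlation). No gene passed on its own, also when adjusted over the list alone (0), and 9 were higher at an unadjusted p under 0.05. The 36 genes of complex I had a median of 0.2 (camera adjusted p = 1.9e-05), and the 23 of complexes II to IV had 0.19 (camera adjusted p = 8.7e-04; 0.69 for both with an estimated correlation). The 16 genes of ATP synthase had 0.36, with 15 higher (camera adjusted p = 1.5e-04; 0.69 with an estimated correlation). The genes of the mitochondrial ribosome, which makes subunits of these complexes, had a median of 0.14 over 65 genes (camera adjusted p = 0.0012; 0.69 with an estimated correlation), and those of mitochondrial protein import had 0.11 over 22 genes (camera adjusted p = 0.1). No list of the 32 passed with an estimated correlation (lowest adjusted p = 0.38 in E2T). The oxidative phosphorylation list was named by the study from these samples, so its direction is not independent evidence. The median log2 signal of an array was 7.92 in CO and 7.65 in E2T, and with arrays centred on their medians the list had 0.49 in E2T. It had 0.1 without CO number 3 and 0.36 without E2T number 3. It had 0.17 within the arrays numbered 1 to 4 and 0.31 within those numbered 5 to 7.

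**Figure D5:**
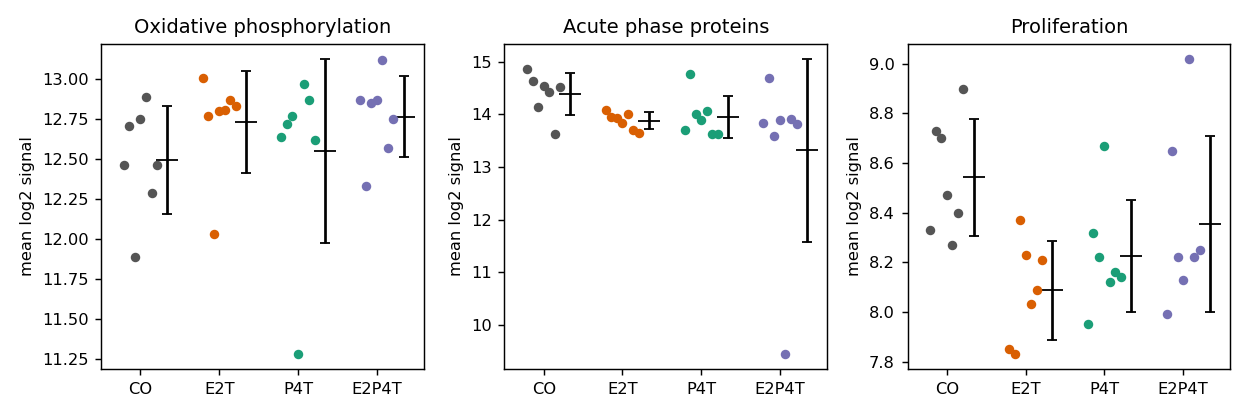
Mean log2 signal of the genes of oxidative phosphorylation, acute phase proteins and proliferation on each of 28 arrays, by treatment group, with bars at the mean ± SD of 7 arrays. The oxidative phosphorylation genes lie at 12.49 in CO and 12.73 in E2T, and 1 array of P4T (number 4) lies at 11.28.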

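In E2P4T the oxidative phosphorylation genes had a mean log2 signal of 12.76 ± 0.25 (SD, n = 7 arrays), and in P4T 12.55 ± 0.57. In E2P4T 65 of the 74 genes were higher and 9 lower, with a median log2 fold change of 0.25. In P4T 47 were higher and 27 lower, with a median of 0.07. ATP synthase genes had medians of 0.07 in P4T (11 of 16 higher) and 0.33 in E2P4T (15 of 16 higher). Complex I had 0.08 and 0.22, and complexes II to IV had 0.05 and 0.26. NDUFB11, a subunit of complex I, had -0.66 in P4T (standard error 0.66). The array P4T number 4, which had the second highest spike signal, had a list mean of 11.28. As a set, the list ranked higher in E2P4T (camera adjusted p = 1.7e-09; adjusted p = 0.54 with an estimated correlation) and did not pass in P4T (adjusted p = 0.077; 0.95 with an estimated correlation). The P4T median was -0.03 without CO number 3, 0.12 without CO number 4 or 5 (camera adjusted p = 0.0028 and 2.2e-04; 0.94 for both with an estimated correlation), 0.04 without CO number 6, and 0.08 without CO number 2 (camera adjusted p = 0.013; 0.97 with an estimated correlation). It was 0.03 without P4T number 2 or 3, 0.3 without P4T number 4 (camera adjusted p = 6.6e-13; 0.52 with an estimated correlation), 0.01 without P4T number 5 and 0.02 without P4T number 6. The E2P4T median was 0.14 without CO number 3. With P4T number 4 and E2P4T number 5 left out, after seeing the data, the medians in E2T, P4T and E2P4T were 0.22, 0.3 and 0.2 (adjusted p = 7.9e-10, 7.2e-12 and 9.8e-08; 0.57, 0.44 and 0.47 with an estimated correlation). Within the arrays numbered 1 to 4, the P4T median was -0.13 and the E2P4T median 0.28, and within those numbered 5 to 7 they were 0.27 and 0.28.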

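UQCRB, a subunit of complex III, had a mean log2 signal of 11.74 ± 0.68 (SD, n = 7 arrays) in CO and log2 fold changes of 0.81 in E2T, 0.55 in P4T and 0.67 in E2P4T (standard error 0.35). It was above the mean of CO on 5, 6 and 6 arrays. Its other probe set had -0.06, 0.46 and 0.41 (standard error 0.35). ATP5MC3, a subunit of the membrane ring of ATP synthase, had 12.68 ± 0.4 in CO and 0.67, 0.35 and 0.68 (standard error 0.3), with 6 of 7 arrays above CO in each treatment. NDUFB6, a subunit of complex I, had 0.64, 0.45 and 0.71 (standard error 0.31), and COX6A1, a subunit of cytochrome c oxidase, had 0.57, 0.22 and 0.51 (standard error 0.31). PPIA, a cyclophilin, had 0.74, 0.43 and 0.75 (standard error 0.27). For none of them was the adjusted p from limma under 0.05 in a contrast. By the study criteria 9 transcripts were higher in every treatment. None of those with a gene symbol is an oxidative phosphorylation gene, and those without a symbol could not be checked.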

Genes up-regulated by all treatments (cluster 1) were enriched in genes involved with oxidative phosphorylation (z-score: 8.73), mitochondrial function (z-score: 8.4), and inorganic trans-membrane transporter activity (z-score: 5.4). 

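Table 1 of the study gives 17 named genes as lower in every treatment, spread over clusters 2 to 5, and 14 of them had a tested probe set. Their medians were -0.44 in E2T (12 genes lower), -0.59 in P4T (13 lower) and -0.46 in E2P4T (9 lower), with 7 arrays per group. CORO2A, ADRB3 and SALL2 had the lowest values in E2T, and HBB, a globin of red blood cells, had -0.16, -0.55 and -0.68 (standard error 0.61). As a set the genes ranked lower (camera adjusted p = 1.8e-04, 2.1e-06 and 0.008; adjusted p = 0.38, 0.063 and 0.51 with an estimated correlation). Adjusted over the list alone, 2 genes were lower in E2T, 0 in P4T and 1 in E2P4T, and 0 when adjusted over all probe sets. These genes were chosen by the study from these samples for being lower, so that neither count is independent evidence. Without P4T number 4 and E2P4T number 5, left out after seeing the data, the medians were -0.44, -0.65 and -0.39, with 3, 7 and 4 genes lower when adjusted over the list alone.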

Genes that were commonly down-regulated by all treatments (cluster 2) were related to ion binding processes, but with a lower z-score (1.81).

Considering all 479 genes that were regulated in E2-treated cows, 171 were up-regulated and 308 were down-regulated. 

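Of the 55 transcripts that passed the study criteria in E2T, 16 were higher and 39 lower. WNT2B, a secreted signal of the Wnt family, had a log2 fold change of -1.51 (standard error 0.56) and was below the mean of CO on all 7 arrays of E2T, whereas its 2 other probe sets had 0.36 (standard error 0.85) and 0.07 (standard error 0.52). IL34, a cytokine of macrophages, had -1.99 (standard error 0.8). TSPAN7, a membrane tetraspanin, was higher by 0.61 (standard error 0.27), and ELOVL5, an elongase of polyunsaturated fatty acids, by 0.76 (standard error 0.34). DEPTOR, an inhibitor of mTOR, had -1.36 (standard error 0.43), with 6 of 7 arrays below CO. For each of these 5 genes the adjusted p from limma was 0.87, and none of them is among the 55.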

The top 20 up-regulated and down-regulated genes are shown in Table S1. 

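EFEMP2, a protein of elastic fibers in the extracellular matrix, had a mean log2 signal of 5.41 ± 1.36 (SD, n = 7 arrays) in CO and 7.27 ± 0.59 in E2T. This is a log2 fold change of 1.86 (standard error 0.62; adjusted p = 0.87 from limma), with all 7 arrays of E2T above the mean of CO. It had 0.85 in P4T and 0.39 in E2P4T. SECTM1, a secreted and transmembrane protein of leukocyte signaling, had 5.9 ± 1.89 in CO and -0.56 in E2T, 0.59 in P4T and 0.47 in E2P4T (standard error 0.84). PPP2R5E, a regulatory B subunit of protein phosphatase 2, had -0.08, -0.09 and 0.15 (standard error 0.27). CDK2, a kinase of the cell cycle, had -0.09, 0.09 and -0.35 (standard error 0.23). The adjusted p of SECTM1 was 0.93 and that of CDK2 was 0.96 in E2T.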

Examples of genes that were up-regulated by E2-17β include: *SECTM1*, protein phosphatase 2-regulatory subunit B, cyclin-dependent kinase 2, and *EGF*-containing fibulin-like extracellular matrix protein 2 (EFEMP2). Most of the genes, except EFEMP2 had similar changes in expression in response to the other treatments. Examples of genes that were down-regulated by E2-17β are such as: G-protein-coupled receptor 155, collagen type II alpha 1, peroxisome proliferator-activated receptor delta, insulin-like growth factor binding protein 2, and 2 zinc finger related proteins: zinc finger *MYND*-type containing 15 and zinc finger/*SCAN* domain containing 29. 

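COL2A1, a collagen best known from cartilage, had a mean log2 signal of 7.58 ± 0.9 (SD, n = 7 arrays) in CO and 5.55 ± 1.22 in E2T. Its log2 fold change was -2.03 (standard error 0.55; adjusted p = 0.87 from limma), and all 7 arrays of E2T lay below the mean of CO. It had -0.6 in P4T and -0.53 in E2P4T. Its 3 other probe sets had -0.79, -0.68 and -0.61 in E2T, -1.02, 0.32 and -0.31 in P4T, and 0.07, 0.43 and -1.22 in E2P4T. IGFBP2, a binding protein of insulin-like growth factors, had 12.49 ± 0.98 in CO and -1.13 in E2T (standard error 0.44), also on all 7 arrays. It had -0.22 in P4T and -0.32 in E2P4T. PPARD, a nuclear receptor of fatty acids, had -0.5, -0.46 and -0.36 (standard error 0.33). No tested probe set carries the symbol GPR155, ZMYND15 or ZSCAN29. In the direct contrasts of E2T with P4T and of E2P4T with E2T, no probe set passed an adjusted p of 0.05 with limma or without moderated variances.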

Again, other treatments generally had similar direction of effects although magnitude and significance were generally less than for E2T.

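KCNJ15, a potassium channel, had a mean log2 signal of 6.58 ± 0.59 (SD, n = 7 arrays) in CO and a log2 fold change of -1.96 in P4T (standard error 0.82; adjusted p = 1 from limma). It was lower on 6 of 7 arrays, and had -0.56 in E2T and -1.48 in E2P4T. GLDC, an enzyme of glycine breakdown, was higher by 0.99 in P4T and 1.23 in E2T (standard error 0.55), and had 0.03 in E2P4T. B4GALT1, the galactosyltransferase that also takes part in lactose synthesis, was higher by 1.13 (standard error 0.42) on all 7 arrays of P4T, and by 0.33 at its probe set of highest signal. GNG5, a G protein γ subunit, was higher by 0.41 (standard error 0.42). Of the 29 transcripts that passed the study criteria in P4T, 12 were higher and 17 lower, and none of these 4 genes is among them.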

Among the genes that were regulated in P4-treated cows, 166 were upregulated and 306 were downregulated. The top regulated genes in P4-treated cows are listed in Table S2. As can be seen, some of the same genes are found on this list as on the list of top 20 E2-17β-regulated genes. 

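GJD2, a gap junction protein best known from neurons, had a mean log2 signal of 6.69 ± 0.87 (SD, n = 7 arrays) in CO and 4.76 ± 2.64 in P4T. Its log2 fold change was -1.93 (standard error 0.81; adjusted p = 1 from limma), with 5 of 7 arrays of P4T below the mean of CO. It had -0.97 in E2T and -0.96 in E2P4T. PDHB, a subunit of pyruvate dehydrogenase, had 0.06 in P4T (standard error 0.2), 0.3 in E2T and 0.28 in E2P4T. NAP1L5, a nucleosome assembly protein, had -1.79 in P4T (standard error 0.72), 0.52 in E2T and 0.74 in E2P4T. At its probe set of highest signal NAP1L5 had 0.43, 0.72 and 0.89. The probe set of SLC51A, the organic solute transporter alpha, was not among those tested.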

Other genes that were substantially up-regulated by P4T include: gap junction protein delta 2, pyruvate dehydrogenase (lipoamide) beta, nucleosome assembly protein like-5, and organic solute transporter alpha-like. 

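CYP2C87, a cytochrome P450 of the family that oxidizes drugs and steroids, had a mean log2 signal of 10.82 ± 0.59 (SD, n = 7 arrays) in CO. Its log2 fold change was 0.36 in P4T, 0.14 in E2T and -0.02 in E2P4T (standard error 0.36; adjusted p = 1, 0.96 and 1 from limma), with 5 of 7 arrays of P4T above the mean of CO. S100A10, the partner of annexin A2, had 0.18 in P4T, -0.18 in E2T and 0.05 in E2P4T (standard error 0.27), with 6 of 7 arrays of P4T above CO, and 0.02 in P4T at its probe set of highest signal. The probe set of FAT1, a large protocadherin, was below the signal limit of the tested probe sets. In the direct contrast of E2T with P4T, 267 probe sets passed an unadjusted p of 0.05 (67 higher and 200 lower in E2T), against 935 expected by chance. The counts were 153 higher and 146 lower with P4T number 4 and E2P4T number 5 left out after seeing the data.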

Cytochrome *P450 2C87*, *FAT* tumor suppressor homolog 1, and *S100* calcium-binding protein A10 are examples of genes differentially up-regulated by P4 and not by the other treatments.

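AK3, a mitochondrial adenylate kinase, had a mean log2 signal of 9 ± 0.72 (SD, n = 7 arrays) in CO and 9.87 ± 0.41 in E2P4T. The log2 fold change was 0.87 (standard error 0.29; adjusted p = 0.93 from limma), with all 7 arrays of E2P4T above the mean of CO. At its probe set of highest signal AK3 had 0.34 in E2P4T (standard error 0.26). BDH2, an enzyme of ketone body and siderophore metabolism, was higher by 0.8 in E2P4T, 0.76 in E2T and 0.46 in P4T (standard error 0.32). MED13L, a subunit of the Mediator complex, had 0.47 in E2P4T (standard error 0.6) and -0.37 at its other probe set (standard error 0.71). P2RX7, a receptor for ATP, had 0.34 (standard error 0.96), and was lower than CO without CO number 5 or without E2P4T number 4 or 5. OTC, an enzyme of the urea cycle, had 0.09 (standard error 0.44). Of the 33 transcripts that passed the study criteria in E2P4T, 16 were higher and 17 lower, and none of these 5 genes is among them.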

Cows treated with both E2-17β and P4 produced 157 up-regulated and 311 down-regulated genes (examples in Table S3). All genes exclusively up-regulated in E2-17β and P4 treated cows using our stringency criteria are not yet identified and annotated (transcribed locus). 

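CRIM1, a membrane protein that binds bone morphogenetic proteins, was the only transcript that passed the study criteria as higher in E2P4T and in no other treatment. At this probe set its log2 fold change was 1.71 in E2P4T, 0.85 in E2T and 0.63 in P4T (standard error 0.43; adjusted p = 0.93, 0.87 and 1 from limma, n = 7 arrays per group). It was chosen after its values were seen, and 2 other probe sets of the gene had 0.42 and 0.39 in E2P4T. The other transcripts that passed in E2P4T alone were 2 lower ones without a gene symbol.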

Some examples of genes that were exclusively down-regulated by E2P4T include insulin receptor, atrophin-1, neurochondrin, and glucocorticoid modulatory element binding protein 2.

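INSR, the insulin receptor, had a mean log2 signal of 8.29 ± 0.68 (SD, n = 7 arrays) in CO and 6.49 ± 1.47 in E2P4T. The difference from CO, -1.8 on the log2 scale (standard error 0.56; adjusted p = 0.93 from limma), was seen on all 7 arrays of E2P4T. It had -1.72 in E2T, on all 7 arrays, and -1.04 in P4T. The probe set of INSR with the highest signal had 0.49, 0.77 and 0.47 in E2T, P4T and E2P4T (standard error 0.53). ATN1, a transcriptional corepressor, had -0.66 in E2P4T, -0.5 in E2T and -0.8 in P4T (standard error 0.51). NCDN, a neuronal protein also called neurochondrin, had -0.52, -0.26 and -0.18 in the same order (standard error 0.33). No tested probe set carries the symbol GMEB2. The direct contrast of E2P4T with E2T had 380 probe sets at an unadjusted p under 0.05 (291 with P4T number 4 and E2P4T number 5 left out after seeing the data) and 0 at an adjusted p under 0.05 with limma or without moderated variances.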

## Discussion

The present study explored the interplay between E2-17β and P4 specifically in the liver employing global gene expression by microarray analysis to identify patterns and networks of genes regulated by E2-17β and/or P4. Although not considered a classical tissue for steroid hormone action, the liver has been previously found to respond to estrogens with changes in gene expression [12], [30]. Indeed, appreciable effects of both steroid hormones are evident in the present study. Identification and characterization of hepatic genes that are regulated in E2-17β, P4, and E2-17β plus P4 treated cows is an important step toward understanding the mechanism of action of estrogenic and progestogenic compounds in physiological and pathological conditions in liver cells. In addition, the central role of liver in controlling the biological activity and circulating concentration of steroid hormones make the potential interplay of steroids with this tissue of particular interest to endocrinologists. After completing this research, the most striking and surprising finding was that gene regulation was so similar in the liver of cows treated with either E2-17β, P4, or both steroid hormones since these steroid hormones are generally thought to have distinct receptor activity and biological actions in most tissues.

The similarity of gene expression changes produced by these two hormone treatments separately or together was substantial both with respect to the genes stimulated and suppressed and to the magnitude of the responses. First, principal component analysis demonstrated strong similarity between the steroid treatments groups with almost every treatment array placed a substantial distance from the CO arrays. This result was mostly due to distinctive differences between the CO arrays and arrays for any of the treatment groups for values derived for Principal Component 1. The Venn diagrams represent a second type of evidence that E2-17β and P4 had similar actions on hepatic gene expression. Clearly, the majority of genes were regulated in all three treatment groups (346 of 578 = 60%) with only 14% (83/578) of genes regulated by only one of the treatment groups. This overlapping of genes that were regulated in all three treatment groups was observed for genes that were either up-regulated or down-regulated by the treatments. Thirdly, the clustering analysis also demonstrated the remarkable similarity in magnitude and direction of hepatic gene regulation by animals treated with either P4 or E2-17β, with the majority of regulated genes grouped into cluster 1 (172 genes), with genes similarly up-regulated by all three treatments, or cluster 2, with genes similarly down-regulated in all three treatments (173 genes). A perusal of any of the supplementary tables for the top genes regulated by any particular treatment shows that most of these genes were also similarly regulated by the other 2 treatments and that these similar effects were usually statistically significant for all 3 treatments. Thus, we are left with the clear conclusion that overall gene expression in the liver was similarly regulated by 14 days of treatment with E2-17β, P4, or E2-17β plus P4. These remarkable results are even more noteworthy given that the experiment utilized a Latin-square design to account for individual variability and therefore each individual animal had a liver biopsy followed by a microarray analysis in each of the experimental treatment groups. 

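Most liver transcripts lay on the same side of CO after estradiol and after progesterone. Of the tested probe sets, 74.7% did, and the log2 fold changes of E2T and P4T had a Pearson correlation of 0.63 across probe sets, which are not independent replicates (n = 7 arrays per group). E2T and E2P4T had 0.57, and P4T and E2P4T 0.54. VPS53, RHNO1 and MYOC are genes with nearly equal values in E2T and P4T. These correlations share the CO arrays. Residual arrays with random group labels gave 0.49 on average for E2T and P4T (0.17 to 0.83, 16 of 100 draws as large), with 66.7% on the same side. For the other pairs, 30 and 39 of 100 draws were as large. The covariance of E2T and P4T was 0.162 against 0.122 simulated, an excess of 0.0402 that 19 of 100 draws reached. With CO split into 3 and 4 arrays between the contrasts, the correlation averaged 0.08 over 35 splits (-0.1 to 0.18), and 52.8% lay on the same side. Leaving out 1 array moved the correlation between 0.55 and 0.72 (jackknife error 0.19), and it was 0.54 within the arrays numbered 1 to 4 and 0.69 within those numbered 5 to 7. From the distance of treated from CO arrays in Figure 3, the overlap of gene lists in Figure 5 and the size of the first clusters in Figure 4, the paper concludes that both hormones, alone or combined, regulate liver genes alike.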

The replication of multiple treatment groups in the same animals, with a sizeable number of animals for a microarray experiment, makes the results of this experiment particularly powerful, from a statistical viewpoint. Other studies have also noted some similarities between E2-17β - and P4-induced gene expression for the lacrimal gland [20] and Meibomian Gland [19], although not to the same degree as noted in our study. Using a similar approach to understand the patterns of regulation of steroid hormones in the bovine endometrium, Shimizu and collegues [31] found that treatment with E2-17β alone, or with P4 followed by increased E2-17β (P4+E2), produced similar patterns of gene expression change that differed substantially from gene expression in the endometrium of cows treated with only P4. There were surprisingly few genes (20 out of a total of 1291 differentially expressed genes) that were common between all three treatment groups. Thus, in classical steroid responsive tissues the pattern of gene expression regulation by E2-17β and P4 are very distinct from the highly similar regulatory changes that were found in our studies in liver.

The near identity of clusters 1 and 2 responses to E2-17β and P4 and their complete lack of additivity, suggests that liver gene expression is regulated through pathways that are similarly controlled by these two steroids and may be maximally activated by the doses of either steroid that were used in this study. This represents the complete opposite of our initial hypothesis that E2-17β and P4 would have distinct actions or possibly antagonistic actions on gene expression in the bovine liver. This hypothesis was based on previous results showing distinct biological responses and distinct patterns of gene expression for E2-17β and P4 actions in a variety of tissues, for example in the endometrium [4], [31], [32], [33]. 

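Additivity was tested by the interaction of E2 and P4, the log2 fold change of E2P4T minus those of E2T and P4T. LAD1 had a mean log2 signal of 7.5 ± 0.36 (SD, n = 7 arrays) in CO and log2 fold changes of -1.53 in E2T, -2.97 in P4T and -0.06 in E2P4T (standard error 0.68). Its interaction was 4.44 (standard error 0.96), and that of RHOB was 2.97 (standard error 0.71; adjusted p = 1 for both from limma). ADGRL3 had 2.04 and MYO19 -1.08. Over the tested probe sets, 557 had an interaction with an unadjusted p under 0.05, of which 448 were positive and 109 negative, against 935 expected by chance. With an adjusted p under 0.05 there were 0 with limma and 0 without moderated variances. Without P4T number 4 and E2P4T number 5, left out after seeing the data, there were 749 at an unadjusted p under 0.05, and the lowest adjusted p was 0.087.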

In our study, opposite effects of E2-17β and P4 were detected in clusters 6 and 7 (not shown), but very few genes were found in these clusters (total of 16 genes). Antagonistic effects of E2-17β and P4 have been described in cultured hepatic stellate cells exposed to oxidative stress [23]. In the bovine endometrium, there were very distinct patterns of gene expression regulated by the two hormones. For example, there were over 300 genes that were down-regulated by E2-17β but were up-regulated by P4 [31]. In contrast to our study, the majority of steroid-responsive genes were regulated differently by E2-17β than by P4. In endometrial adenocarcinoma cells, the estrogenic metabolite tibolone elicited a distinct set of regulated genes, compared to its progestogenic metabolite with only 13% of genes demonstrating coregulation (the great majority presented opposite effects) [34]. The authors of that manuscript indicated that estrogenic and progestogenic properties of tibolone regulate similar biological processes but through regulation of distinct genes. In the present study, the functional annotation data also indicated that similar biological processes were regulated by the two steroids in liver but in contrast to their results we observed almost identical genes regulated by E2T, P4T, and E2P4T. Some genes that were regulated by E2T have been previously reported [31], [35], such as Cyclin-dependent kinase 2 (*CDK2*), collagen type II alpha 1, and *UDP*-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1 (*B4GALT1*). 

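B4GALT1 had a mean log2 signal of 8 ± 1.27 (SD, n = 7 arrays) in CO and 9.19 ± 0.64 in E2T. It was higher by 1.19 (standard error 0.42; adjusted p = 0.87 from limma), and all 7 arrays of E2T lay above the mean of CO. At its probe set of highest signal it had 0.75. COL2A1 was lower in E2T on every array at 1 of its 4 probe sets, and the values of CDK2 in E2T and CO differed by less than their standard error.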

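MYPN, the sarcomeric protein myopalladin, had a mean log2 signal of 5.52 ± 2.01 (SD, n = 7 arrays) in CO. Its log2 fold changes were -0.45 in E2T, -0.96 in P4T and -0.88 in E2P4T (standard error 1.09; adjusted p = 0.96, 1 and 0.96 from limma). It was below the mean of CO on 4 of 7 arrays in E2T. Its signal varied between arrays of the same group by more than these differences.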

Other genes that we identified in this study have not been previously described such as myopalladin and G protein-coupled receptor 155 even though other G protein-coupled receptors had already been shown to be involved in the rapid actions of E2-17β [36], [37]. The distinct down-regulation of genes by E2-17β in our experiment was similar to the robust down-regulation by E2-17β of global gene expression in breast cancer cells [38] and the bovine mammary gland [35], [39]. Similarly, the combination of E2-17β and P4 induced predominantly down-regulation of genes involved in the neuroplasticity of the raphe region [21]. In the bovine endometrium, P4 primarily up-regulated gene expression, whereas, E2-17β produced similar numbers of down-regulated and up-regulated genes [31]. Progesterone alone or combined with E2-17β down-regulated a large number of genes in the lacrimal gland [20] and in the Meibomian gland [19]. Thus, although somewhat unexpected results were found in our study, the results are not entirely inconsistent with results that have been previously reported for E2-17β and P4 regulation of gene expression.

It is not clear whether our E2-17β results are due to regulation of the classical ER through the estrogen-response element [2] or by other mechanisms. 

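ESR1, the gene of estrogen receptor α, had a mean signal of 50 ± 73 (SD, n = 28 arrays), and ESR2, the gene of estrogen receptor β, had 85.7 ± 75.7. The median signal of an array lay between 178 and 512. Neither receptor gene exceeded the median of its array on any array (0 of 28 for both). ESR1 lay at percentile 13.8 of the probe sets. Its log2 fold change was -1.08 in E2T, 0.26 in P4T and 0.88 in E2P4T (standard error 0.82). The maximum of ESR2 was under the limit for testing. Without detection calls, a signal this low cannot be told from background.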

Although *ERα* and *ERβ* were present on the Affymetrix bovine array, their transcripts were almost undetectable in our tissues. Estrogen receptor *α* expression has been previously described in the rodent liver [11], [40], [41]. However, expression of *ERα* in hepatic tissues is very low when compared to the uterus, pituitary, ovary, kidney, and adrenal gland [11]. The rodent liver is highly responsive to an antagonist of both ERα and ERβ despite low or absent levels of these receptors in the liver [41]. This suggests that mechanisms of estrogen actions in the liver could involve indirect mechanisms through other signaling pathways or even other tissues. Non-genomic pathways regulated by E2-17β have been described in bone, mammary, vasculature, and nervous tissues [36], [42]. Previous studies have not carefully evaluated the non-genomic actions of E2-17β in the liver although one study reported that E2-17β reduced hepatic injury after trauma-hemorrhage through the PKA-dependent pathway via the membrane G protein-couple receptor 30 in a mechanism that is independent of *ERα.* [37].

Similarly, it seems unlikely that the classical pathway of P4 binding to PR and regulating P4-response elements is the underlying explanation for the changes in gene expression observed after P4 treatment. The *PR* was also represented in the Affymetrix Bovine Gene Chip. Progesterone receptor transcripts were also very low and flagged as present in only ∼ 30% of the arrays of liver samples. 

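PGR, the progesterone receptor gene, had a mean signal of 126 ± 118 (SD, n = 28 arrays) and exceeded the median of its array on 2 of 28 arrays. Its log2 fold changes were -1.02 in E2T, -0.9 in P4T and -0.83 in E2P4T (standard error 0.63; adjusted p = 0.87, 1 and 0.94 from limma). On E2P4T number 5, its log2 signal was 8.81, apart from the other arrays of that group.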

Previous studies have failed to find *PR* expression in normal liver tissue [15], [16]; although *PR* has been identified in certain hepatic abnormalities [15], [23]. 

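PGRMC1, a membrane component that binds progesterone and heme, had a mean signal of 14900 ± 6580 (SD, n = 28 arrays) at 1 probe set, which lies at percentile 97.6. It exceeded the median of its array on all 28 arrays. A second probe set had 335 ± 155 and exceeded the median on 23 arrays. The log2 fold changes of the first were 0.37 in E2T, 0.14 in P4T and 0.03 in E2P4T (standard error 0.44), and those of the second were -0.35, -0.72 and -0.13 (standard error 0.41). The lowest adjusted p from limma was 0.91.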

There are other non-classical P4 receptors [9], [10] that may mediate some of the progesterone actions in liver [9], [17], such as the progesterone receptor component 1 (PGRMC1) that we detected as present in all our microarrays.

Nevertheless, even if a clear presence of steroid receptors was detected in the liver, it would still seem unlikely that the presence of estrogen and P4-response elements in the same gene promoters could account for the level of similarity in gene expression results described here. An alternative explanation is that P4 may have an estrogenic effect in the liver. It is possible that P4 could be converted to androgens peripherally [43], [44] or in the liver [45] and then aromatized to estrogen; although, the bovine P45017*α* enzyme does not appear to catalyze this conversion [46]. In addition, aromatase has not been detected in normal liver [45] and was not detectable in our hepatic samples in this study. 

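CYP19A1, the gene of aromatase, had 4 probe sets with mean signals between 19.2 and 84.8 over 28 arrays, below the lowest median of an array (178). On 1 array 1 of these probe sets exceeded the median. The probe set with the lowest F test p had log2 fold changes of -0.69 in E2T, -0.25 in P4T and -2.42 in E2P4T (standard error 1.35), and the probe set of highest signal had 0.05, -0.41 and 0.4 (standard error 1). CYP17A1, the enzyme that turns progestogens into androgens, had a mean signal of 70.6 ± 50.7 (SD) and exceeded the median on 0 arrays.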

Another possible site for conversion of androgens to estrogens is peripheral and visceral fat tissue [44]. Nevertheless, circulating E2-17β concentrations remained undetectable in the P4-treated animals suggesting that this explanation is not plausible or that small increases in local concentrations of E2-17β were sufficient to exert substantial and similar biological actions as observed for E2T. Thus, this technical explanation, although implausible, cannot be completely discounted.

Since neither steroid significantly increased circulating levels of the other, we advance the hypothesis that these common liver gene expression changes arise from signaling processes that are shared by estrogen and progesterone receptors (classical or non-classical), either within the liver or, more likely, from sites in external tissues. Thus, an alternative mechanism is that E2-17β and P4 are regulating endocrine pathways or neural signaling from outside the liver. Such pathways may be producing the common actions of these steroids in the liver. Indeed, the liver is sensitive to regulation through the sympathetic nervous system through sinusoidal release of catecholamines and neuropeptide Y. The liver is regulated by numerous hormones such as: insulin, glucagon (from pancreas), cortisol (from adrenal glands), and growth hormone (from pituitary) and each of these hormones is regulated by complex endocrine and neural pathways. An attractive candidate in this context could be growth hormone since it has clear actions in the liver and has been shown to be differentially regulated by kisspeptin-10 in the presence of E2-17β or P4 [47] . In that study, growth hormone was increased by kisspeptin-10 treatment in ovariectomized cows that were treated with either E2-17β or P4 but growth hormone was not increased by kisspeptin-10 in the absence of E2-17β and P4. In addition, E2-17β has been found to increase circulating growth hormone concentrations and insulin-like growth factor-1, in addition to increasing the mRNA for their receptors in the liver [48].

Another proposed mechanism to explain the similarity in gene expression for E2-17β and P4 is that both steroids or even their metabolites could be binding to other members of the steroid-hormone receptor superfamily such as pregnane X receptor [49] or constitutive androstane receptor [49], [50], eliciting activation of common pathways. One example is the low affinity of E2-17β for other nuclear receptors such as the androgen receptor [51].

A final possible explanation is that E2-17β and P4 might be eliciting similar protein-protein or nucleic acid-protein interactions to modulate gene expression without directly binding to DNA [2]. This can occur at the post-transcriptional regulation level, with rates of degradation of specific mRNA regulated by *cis*-elements and *trans*-acting factors. Similar regulation of mRNA stability by different steroid hormones has been well-described (for review see [52]) and this is a potent and important action of steroid hormones [52]. It seems plausible, although not yet tested in any tissue that E2-17β and P4 may have similar actions in regulation of mRNA stability in the liver or other tissues and this could be the common mechanism that produces the unexpected similarity in E2-17β and P4 regulation of hepatic gene expression.

In conclusion, the steroid hormones including E2-17β and P4 are key regulators of many physiological processes and have been the subject of extensive previous research, particularly in classical steroid responsive tissues such as the uterus, mammary gland, and ovary. However, evaluation of E2-17β and P4 action in the liver, not generally regarded as a tissue that is regulated by steroid hormone, is particularly pertinent given the critical physiological role of the liver in regulation of energy homeostasis and metabolism of numerous substances including the steroid hormones. Steroid metabolism is extremely elevated in lactating cows and this elevated steroid metabolism underlies many of the changes in reproductive physiology and fertility that have been found in these animals [24]. Therefore we felt that understanding the effects of E2-17β and P4 on hepatic gene expression could provide insight into both the basic biology of E2-17β and P4 action and could provide additional insights into links between hepatic function and reproduction in dairy cattle. Collectively, the present study demonstrated for the first time a remarkable similarity in action for physiological concentrations of E2-17β and P4 in regulation of gene expression in the liver. 

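IGFBP2 had a lower mean in E2T than in P4T and E2P4T, and LAD1 had lower means after each single hormone than after both, without an adjusted p under 0.05. In the direct contrast of E2P4T with P4T, 364 probe sets had an unadjusted p under 0.05, of which 211 were higher and 153 lower in E2P4T (n = 7 arrays per group). E2P4T was higher than E2T for 309 probe sets and lower for 71 at that level. These directions rest on 2 arrays: with P4T number 4 and E2P4T number 5 left out after seeing the data, E2P4T was higher for 128 and lower for 130 against P4T, and higher for 141 and lower for 150 against E2T. An adjusted p under 0.05 was found for 0 probe sets in each direct contrast with limma, and for 0 without moderated variances. Recovery was simulated for E2T against CO with 50 changed probe sets per size, on independent arrays and on shuffled residual arrays. In that order, an adjusted p under 0.05 recovered 54% and 60% of 4-fold changes and 16% and 12% of 2-fold changes. It recovered 0% of 1.25-fold changes in both. Among unchanged probe sets, 193 and 84 had an F test p under 0.01, against 63 of all tested probe sets in the real arrays. Recovery in the real arrays may therefore be lower.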

There was little indication that these two distinct hormones elicited antagonistic or synergistic actions in the liver. Indeed most regulated genes were regulated similarly in magnitude and direction by E2T, P4T, and E2P4T. This uncommon pattern of gene expression in response to steroid hormones is consistent with the hypothesis that there are tissue-specific responses to steroid hormones. Thus classical steroid-responsive tissues may have dramatic and steroid-specific responses to E2-17β and P4, whereas, other tissues, such as the liver, may have changes in gene expression in response to steroid hormones but these changes may not be steroid specific and therefore not dramatically different during different of the stages of the estrous or menstrual cycle. Given the central role of the liver in regulating numerous metabolic functions including metabolism and deactivation of steroid hormones, this result may indicate that hepatic homeostasis can be maintained regardless of phase of the cycle by the activation of common biological pathways by distinct steroid hormones. These findings may also have important functional implications for hepatic gene expression in women or animals at different stages of the ovarian cycle or during treatments with different steroid hormones during birth control or hormone replacement.

## Supporting Information

Table S1 Top 40 genes in the bovine liver that were differentially expressed in response to estradiol.
(DOC) Click here for additional data file.

Table S2 Top 40 genes in the bovine liver that were differentially expressed in response to progesterone.
(DOC) Click here for additional data file.

Table S3 Top 40 genes in the bovine liver that were differentially expressed in response to estradiol+progesterone treatment.
(DOC) Click here for additional data file.

# Supplementary material for: Estradiol and Progesterone Exhibit Similar Patterns of Hepatic Gene Expression Regulation in the Bovine Model
**Source:** PLoS One. 2013 Sep 17;8(9):e73552. doi: 10.1371/journal.pone.0073552
**Supplement:** Table S1 — Top 40 genes in the bovine liver that were differentially expressed in response to estradiol.

**Table S1.** Top 40 genes in the bovine liver that were differentially expressed in response to estradiol.

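Table S1 lists genes with their fold changes in E2T, P4T and E2P4T, and 29 of them had a tested probe set here. In E2T, 26 of 29 lay on the side that the table gives, 14 of 17 higher ones and 12 of 12 lower ones. EFEMP2, COL2A1 and IL34 are examples. In P4T and in E2P4T the number was 26 as well. Across these genes, which are not independent replicates, the log2 fold changes here and those of the table had a Pearson correlation of 0.79 in E2T. The genes of the table were selected by the study from these samples.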

| **Gene** | **Gene Description** | **Gene function** | **Estradiol** | | **Progesterone** | | **Estradiol + Progesterone** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Fold-Change** | ***P*** | **Fold-Change** | ***P*** | **Fold-Change** | ***P*** |
| **Upregulated Genes** | |  |  |  |  |  |  |  |
| *SECTM1* | secreted and transmembrane 1 | --- | 5.6 | 4.6E-05 | 4.0 | 4.8E-04 | 2.4 | 1.2E-02 |
| *PPP2R5E* | protein phosphatase 2, regulatory subunit B', epsilon isoform | binding, protein phosphatase type 2A regulator activity | 3.9 | 1.4E-03 | 2.7 | 1.4E-02 | 3.6 | 3.0E-03 |
| *EFEMP2* | EGF-containing fibulin-like extracellular matrix protein 2 | transmembrane receptor activity, calcium ion binding | 3.5 | 2.0E-03 | 1.9 | 7.1E-02 | -1.1 | 7.7E-01 |
| *CDK2* | cyclin-dependent kinase 2 | nucleotide binding, transferase activity, protein kinase activity | 2.5 | 2.2E-03 | 2.0 | 2.1E-02 | 3.0 | 1.0E-03 |
| *---* | strongly similar to insulin receptor substrate-1 isoform 1 [Bos taurus] | --- | 2.4 | 1.1E-03 | 2.3 | 2.0E-03 | 2.4 | 1.5E-03 |
| *MGC165862* | hypothetical LOC614805 | --- | 2.2 | 8.9E-05 | 2.0 | 4.2E-04 | 1.5 | 2.1E-02 |
| *C3orf57* | hypothetical protein LOC780785 | --- | 1.9 | 8.7E-03 | 2.3 | 3.1E-03 | 2.2 | 4.2E-03 |
| *C24H18ORF10* | chromosome 18 open reading frame 10 ortholog | --- | 1.9 | 9.6E-03 | 2.1 | 6.1E-03 | 2.3 | 2.6E-03 |
| *GLDC* | Glycine dehydrogenase (decarboxylating) | --- | 1.9 | 2.5E-04 | 1.4 | 3.5E-02 | 1.6 | 2.7E-03 |
| *UQCRB* | Ubiquinol-cytochrome c reductase binding protein | ubiquinol-cytochrome-c reductase activity | 1.8 | 1.3E-03 | 1.8 | 1.9E-03 | 1.5 | 1.6E-02 |
| *COX6A1* | cytochrome c oxidase subunit VIa polypeptide 1 | cytochrome-c oxidase activity, electron carrier activity | 1.8 | 1.7E-03 | 1.7 | 7.6E-03 | 1.3 | 1.1E-01 |
| *TPRKB* | TP53RK binding protein | --- | 1.8 | 1.6E-03 | 1.6 | 7.0E-03 | 1.8 | 1.6E-03 |
| *C5H12orf32* | chromosome 12 open reading frame 32 ortholog | --- | 1.8 | 1.0E-03 | 1.9 | 7.1E-04 | 1.5 | 1.1E-02 |
| *GNG5* | guanine nucleotide binding protein (G protein), gamma 5 | signal transducer activity | 1.7 | 2.2E-03 | 1.6 | 7.9E-03 | 1.6 | 1.2E-02 |
| *SH3BGRL2* | SH3 domain binding glutamic acid-rich protein like 2 | --- | 1.7 | 6.5E-04 | 1.5 | 8.4E-03 | 1.6 | 2.3E-03 |
| *B4GALT1* | UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1 | UDP-galactosyltransferase activity, metal ion binding | 1.7 | 1.2E-03 | 1.4 | 1.8E-02 | 1.4 | 2.5E-02 |
| *DHX40* | DEAH (Asp-Glu-Ala-His) box polypeptide 40 | nucleotide binding, hydrolase activity | 1.7 | 6.5E-04 | 1.4 | 1.4E-02 | 1.4 | 1.0E-02 |
| *PPIA* | peptidylprolyl isomerase A (cyclophilin A) | peptidyl-prolyl cis-trans isomerase activity, peptide binding | 1.7 | 1.7E-03 | 1.5 | 7.9E-03 | 1.7 | 2.7E-03 |
| *ELOVL5* | ELOVL family member 5, elongation of long chain fatty acids (FEN1/Elo2, SUR4/Elo3-like, yeast) | fatty acid biosynthetic process, lipid biosynthetic process | 1.7 | 5.6E-05 | 1.3 | 1.9E-02 | 1.3 | 2.4E-02 |
| *PDE6C* | phosphodiesterase 6C, cGMP-specific, cone, alpha prime | catalytic activity, 3',5'-cyclic-nucleotide phosphodiesterase activity | 1.6 | 1.9E-03 | 1.3 | 8.3E-02 | 1.6 | 4.4E-03 |
| ***Downregulated*** |  |  |  |  |  |  |  |  |
| *MYPN* | myopalladin | --- | -10.6 | 6.2E-04 | -3.7 | 3.3E-02 | -2.9 | 7.0E-02 |
| *GPR155* | G protein-coupled receptor 155 | --- | -9.4 | 5.9E-04 | -2.2 | 1.5E-01 | -2.0 | 2.1E-01 |
| *FAM80B* | family with sequence similarity 80, member B | nucleotide binding, metal ion binding | -6.1 | 9.4E-03 | -11.9 | 1.7E-03 | -2.9 | 1.1E-01 |
| *LOC540169* | Hypothetical LOC540169 | --- | -5.8 | 9.6E-04 | -2.5 | 5.1E-02 | -2.7 | 4.0E-02 |
| *ATR* | Ataxia telangiectasia and Rad3 related | --- | -5.6 | 3.9E-04 | -2.2 | 5.6E-02 | -3.2 | 7.9E-03 |
| *KDR* | kinase insert domain receptor (a type III receptor tyrosine kinase) | nucleotide binding, transferase activity | -5.2 | 8.0E-04 | -2.7 | 2.8E-02 | -1.4 | 4.1E-01 |
| *LOC511442* | hypothetical LOC511442 | nucleus | -4.3 | 3.9E-03 | -4.8 | 3.2E-03 | -1.3 | 5.2E-01 |
| *H18C16ORF77* | Chromosome 16 open reading frame 77 ortholog | --- | -4.2 | 3.4E-03 | -1.8 | 1.9E-01 | -4.2 | 4.6E-03 |
| *COL2A1* | collagen, type II, alpha 1 | structural molecule activity, extracellular matrix structural constituent | -4.1 | 1.1E-03 | -1.9 | 8.7E-02 | -1.7 | 1.7E-01 |
| *RHOB* | Ras homolog gene family, member B | nucleotide binding, protein binding | -4.0 | 1.9E-04 | -2.0 | 2.6E-02 | -1.1 | 7.4E-01 |
| *PPARD* | peroxisome proliferator-activated receptor delta | DNA binding, transcription factor activity, steroid hormone receptor activity | -3.9 | 9.3E-04 | -1.9 | 6.6E-02 | -2.0 | 5.0E-02 |
| *CSPG5* | chondroitin sulfate proteoglycan 5 -neuroglycan C | --- | -3.9 | 1.0E-03 | -1.7 | 1.4E-01 | -2.2 | 3.1E-02 |
| *ADRB3* | adrenergic, beta-3-, receptor | rhodopsin-like receptor activity, signal transducer activity, receptor activity | -3.7 | 7.5E-05 | -3.9 | 8.2E-05 | -2.8 | 8.3E-04 |
| *CORO2A* | coronin, actin binding protein, 2A | actin binding | -3.5 | 1.9E-04 | -2.7 | 2.1E-03 | -1.9 | 2.7E-02 |
| *AP4M1* | adaptor-related protein complex 4, mu 1 subunit | protein binding, protein transporter activity | -3.5 | 1.2E-04 | -2.6 | 1.7E-03 | -2.5 | 2.5E-03 |
| *RBM23* | RNA binding motif protein 23 | nucleic acid binding, RNA binding | -3.4 | 1.8E-02 | -1.2 | 7.5E-01 | -6.0 | 2.6E-03 |
| *---* | TL strongly similar to antagonizer of myc transcriptional activity-1 | --- | -3.2 | 3.0E-05 | -3.8 | 1.3E-05 | -1.8 | 8.1E-03 |
| *MXRA5* | Matrix-remodelling associated 5 | protein binding | -3.0 | 1.8E-03 | -1.8 | 5.8E-02 | -2.6 | 5.8E-03 |
| *TRPC2* | transient receptor potential channel 2 | damaged DNA binding, ion channel activity | -2.9 | 3.2E-02 | -7.5 | 1.1E-03 | -3.8 | 1.5E-02 |
| *LAD1* | ladinin 1 | --- | -2.9 | 1.5E-02 | -8.0 | 1.7E-04 | -1.5 | 3.3E-01 |

# Supplementary material for: Estradiol and Progesterone Exhibit Similar Patterns of Hepatic Gene Expression Regulation in the Bovine Model
**Source:** PLoS One. 2013 Sep 17;8(9):e73552. doi: 10.1371/journal.pone.0073552
**Supplement:** Table S2 — Top 40 genes in the bovine liver that were differentially expressed in response to progesterone.

**Table S2**. Top 40 genes in the bovine liver that were differentially expressed in response to progesterone.

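The genes of Table S2 include TRPC2, GLDC and MYOC. For 30 of them a probe set was tested, and 28 had the direction of the table in P4T, 15 of 17 higher ones and 13 of 13 lower ones. ACAP1, a protein of endosome recycling, had a log2 fold change of -0.22 and DHX40, a helicase, -0.05 in P4T (n = 7 arrays per group). For DHX40, 1 of 7 arrays of P4T lay below the mean of CO, and without P4T number 4 the gene had the direction of the table. Across genes, the correlation of log2 fold changes with those of the table was 0.83 in P4T. The median ratio of the values here to those of the table was 0.63. The genes of this table were also selected by the study from these samples, and each is given at its probe set with the lowest F test p. Their shared direction is therefore not independent evidence.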

| **Gene** | **Gene Description** | **Gene function** | **Estradiol** | | **Progesterone** | | **Estradiol + Progesterone** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Fold-Change** | ***P*** | **Fold-Change** | ***P*** | **Fold-Change** | ***P*** |
| **Upregulated Genes** | |  |  |  |  |  |  |  |
| *SECTM1* | secreted and transmembrane 1 | --- | 5.6 | 4.6E-05 | 4.0 | 4.8E-04 | 2.4 | 1.2E-02 |
| *PPP2R5E* | protein phosphatase 2, regulatory subunit B', epsilon isoform | binding, protein phosphatase type 2A regulator activity | 3.9 | 1.4E-03 | 2.7 | 1.4E-02 | 3.6 | 3.0E-03 |
| *---* | Transcribed locus, strongly similar to XP_581382.2 PREDICTED: similar to insulin receptor substrate-1 isoform 1 [Bos taurus] | --- | 2.4 | 1.1E-03 | 2.3 | 2.0E-03 | 2.4 | 1.5E-03 |
| *C24H18ORF10* | chromosome 18 open reading frame 10 ortholog | --- | 1.9 | 9.6E-03 | 2.1 | 6.1E-03 | 2.3 | 2.6E-03 |
| *CDK2* | cyclin-dependent kinase 2 | nucleotide binding, protein kinase activity | 2.5 | 2.2E-03 | 2.0 | 2.1E-02 | 3.0 | 1.0E-03 |
| *C5H12orf32* | chromosome 12 open reading frame 32 ortholog | --- | 1.8 | 1.0E-03 | 1.9 | 7.1E-04 | 1.5 | 1.1E-02 |
| *UQCRB* | Ubiquinol-cytochrome c reductase binding protein | ubiquinol-cytochrome-c reductase activity | 1.8 | 1.3E-03 | 1.8 | 1.9E-03 | 1.5 | 1.6E-02 |
| *AK3* | adenylate kinase 3 | adenylate kinase activity, ATP binding | 1.6 | 6.5E-03 | 1.7 | 4.5E-03 | 1.7 | 4.6E-03 |
| *COX6A1* | cytochrome c oxidase subunit VIa polypeptide 1 | cytochrome-c oxidase activity, electron carrier activity | 1.8 | 1.7E-03 | 1.7 | 7.6E-03 | 1.3 | 1.1E-01 |
| *TPRKB* | TP53RK binding protein | --- | 1.8 | 1.6E-03 | 1.6 | 7.0E-03 | 1.8 | 1.6E-03 |
| *GNG5* | guanine nucleotide binding protein (G protein), gamma 5 | signal transducer activity | 1.7 | 2.2E-03 | 1.6 | 7.9E-03 | 1.6 | 1.2E-02 |
| *ATP5G3* | ATP synthase, H+ transporting, mitochondrial F0 complex, subunit C3 (subunit 9) | ATP metabolic process, protein and lipid binding | 1.6 | 9.4E-05 | 1.6 | 1.4E-04 | 1.5 | 2.5E-04 |
| *BDH2* | 3-hydroxybutyrate dehydrogenase, type 2 | fatty acid beta-oxidation, catalytic activity, 3-hydroxybutyrate dehydrogenase activity, oxidoreductase activity | 1.6 | 3.4E-03 | 1.6 | 8.1E-03 | 1.7 | 3.0E-03 |
| *PPIA* | peptidylprolyl isomerase A (cyclophilin A) | peptidyl-prolyl cis-trans isomerase activity, peptide binding | 1.7 | 1.7E-03 | 1.5 | 7.9E-03 | 1.7 | 2.7E-03 |
| *SH3BGRL2* | SH3 domain binding glutamic acid-rich protein like 2 | --- | 1.7 | 6.5E-04 | 1.5 | 8.4E-03 | 1.6 | 2.3E-03 |
| *B4GALT1* | UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1 | epithelial cell development, lactose synthase activity, UDP-galactosyltransferase activity, metal ion binding | 1.7 | 1.2E-03 | 1.4 | 1.8E-02 | 1.4 | 2.5E-02 |
| *DHX40* | DEAH (Asp-Glu-Ala-His) box polypeptide 40 | nucleic acid binding, helicase activity, ATP binding | 1.7 | 6.5E-04 | 1.4 | 1.4E-02 | 1.4 | 1.0E-02 |
| *NDUFC1* | NADH dehydrogenase (ubiquinone) 1, subcomplex unknown, 1, 6kDa | transport, oxidation reduction | 1.6 | 2.1E-06 | 1.4 | 1.7E-04 | 1.3 | 4.8E-04 |
| *GLDC* | Glycine dehydrogenase (decarboxylating) | --- | 1.9 | 2.5E-04 | 1.4 | 3.5E-02 | 1.6 | 2.7E-03 |
| **Downregulated** |  |  |  |  |  |  |  |  |
| *FAM80B* | family with sequence similarity 80, member B | protein modification process, nucleotide binding, ATP and ion binding | -6.1 | 9.4E-03 | -11.9 | 1.7E-03 | -2.9 | 1.1E-01 |
| *LAD1* | ladinin 1 | --- | -2.9 | 1.5E-02 | -8.0 | 1.7E-04 | -1.5 | 3.3E-01 |
| *TRPC2* | transient receptor potential channel 2 | damaged DNA binding, ion (calcium) channel activity | -2.9 | 3.2E-02 | -7.5 | 1.1E-03 | -3.8 | 1.5E-02 |
| *NAP1L4* | Nucleosome assembly protein 1-like 4 | nucleus | -2.8 | 1.3E-02 | -5.8 | 4.1E-04 | -3.5 | 4.6E-03 |
| *LOC511442* | hypothetical LOC511442 | --- | -4.3 | 3.9E-03 | -4.8 | 3.2E-03 | -1.3 | 5.2E-01 |
| *ADRB3* | adrenergic, beta-3-, receptor | signal transduction, G-protein coupled receptor activity | -3.7 | 7.5E-05 | -3.9 | 8.2E-05 | -2.8 | 8.3E-04 |
| *---* | TL, strongly similar to antagonizer of myc transcriptional activity-1 | --- | -3.2 | 3.0E-05 | -3.8 | 1.3E-05 | -1.8 | 8.1E-03 |
| *MYPN* | myopalladin | --- | -10.6 | 6.2E-04 | -3.7 | 3.3E-02 | -2.9 | 7.0E-02 |
| *CCDC97* | Coiled-coil domain containing 97 | --- | -2.8 | 8.3E-03 | -3.0 | 7.3E-03 | -3.6 | 2.9E-03 |
| *CENTB1* | centaurin, beta 1 | signal transducer activity, zinc ion binding, hydrolase activity | -2.9 | 1.6E-03 | -2.7 | 3.5E-03 | -1.8 | 6.5E-02 |
| *CORO2A* | coronin, actin binding protein, 2A | actin binding | -3.5 | 1.9E-04 | -2.7 | 2.1E-03 | -1.9 | 2.7E-02 |
| *KDR* | kinase insert domain receptor (a type III receptor tyrosine kinase) | nucleotide binding, protein kinase activity | -5.2 | 8.0E-04 | -2.7 | 2.8E-02 | -1.4 | 4.1E-01 |
| *AP4M1* | adaptor-related protein complex 4, mu 1 subunit | protein complex assembly, transport, protein binding | -3.5 | 1.2E-04 | -2.6 | 1.7E-03 | -2.5 | 2.5E-03 |
| *TRA@* | T cell receptor, alpha | receptor activity | -2.9 | 2.2E-03 | -2.3 | 1.3E-02 | 1.1 | 7.3E-01 |
| *MYOC* | myocilin, trabecular meshwork inducible glucocorticoid response | protein binding, latrotoxin receptor activity | -2.6 | 3.0E-04 | -2.2 | 2.2E-03 | -2.0 | 5.0E-03 |
| *SALL2* | sal-like 2 (Drosophila) | --- | -2.9 | 7.8E-04 | -2.1 | 1.1E-02 | -2.7 | 1.8E-03 |
| *WNT2B* | wingless-type MMTV integration site family, member 2B | signal transducer activity | -2.6 | 8.5E-04 | -2.1 | 7.9E-03 | -2.0 | 8.2E-03 |
| *RHOB* | Ras homolog gene family, member B | nucleotide binding, protein binding | -4.0 | 1.9E-04 | -2.0 | 2.6E-02 | -1.1 | 7.4E-01 |
| *C1QTNF6* | C1q and tumor necrosis factor related protein 6 | extracellular region | -2.7 | 1.1E-03 | -1.9 | 2.2E-02 | -1.3 | 3.8E-01 |
| *DEPDC6* | DEP domain containing 6 | protein binding | -2.7 | 4.8E-04 | -1.8 | 2.3E-02 | -1.8 | 2.2E-02 |

# Supplementary material for: Estradiol and Progesterone Exhibit Similar Patterns of Hepatic Gene Expression Regulation in the Bovine Model
**Source:** PLoS One. 2013 Sep 17;8(9):e73552. doi: 10.1371/journal.pone.0073552
**Supplement:** Table S3 — Top 40 genes in the bovine liver that were differentially expressed in response to estradiol+progesterone treatment.

**Table S3**. Top 40 genes in the bovine liver that were differentially expressed in response to estradiol + progesterone treatment.

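The genes of Table S3 include AK3, BDH2 and INSR. A probe set was tested for 30 of them, and 26 had the direction of the table in E2P4T, 17 of 18 higher ones and 9 of 12 lower ones (n = 7 arrays per group). Among the exceptions, CCDC97, MED13L and P2RX7 had log2 fold changes of 0.06, 0.47 and 0.34. The other probe set of MED13L had -0.37. P2RX7 had the direction of the table without CO number 5 or without E2P4T number 4 or 5. Across genes the correlation with the table's log2 fold changes was 0.74 in E2P4T. As for Table S2, the study selected these genes from these samples, so their shared direction is not independent evidence.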

| **Gene** | **Gene Description** | **Gene function** | **Estradiol** | | | | **Progesterone** | | | **Estradiol + Progesterone** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Fold-Change** | | | ***P*** | **Fold-Change** | | ***P*** | **Fold-Change** | ***P*** |
| **Upregulated genes** | |  |  | | |  |  | |  |  |  |
| *PPP2R5E* | protein phosphatase 2, regulatory subunit B', epsilon isoform | signal transduction, protein phosphatase type 2A complex | 3.9 | | | 1.4E-03 | 2.7 | | 1.4E-02 | 3.6 | 3.0E-03 |
| *CDK2* | cyclin-dependent kinase 2 | protein amino acid phosphorylation, cell cycle, mitosis | 2.5 | | | 2.2E-03 | 2.0 | | 2.1E-02 | 3.0 | 1.0E-03 |
| *SECTM1* | secreted and transmembrane 1 | --- | 5.6 | | | 4.6E-05 | 4.0 | | 4.8E-04 | 2.4 | 1.2E-02 |
| *C24H18ORF10* | chromosome 18 open reading frame 10 ortholog | --- | 1.9 | | | 9.6E-03 | 2.1 | | 6.1E-03 | 2.3 | 2.6E-03 |
| *TMED6* | transmembrane emp24 protein transport domain containing 6 | transport | 1.6 | | | 4.7E-02 | 2.9 | | 2.9E-04 | 2.1 | 3.8E-03 |
| *TPRKB* | TP53RK binding protein | --- | 1.8 | | | 1.6E-03 | 1.6 | | 7.0E-03 | 1.8 | 1.6E-03 |
| *FAM108B1* | Family with sequence similarity 108, member B1 | --- | 1.5 | | | 4.9E-03 | 1.9 | | 5.2E-04 | 1.7 | 1.4E-03 |
| *BDH2* | 3-hydroxybutyrate dehydrogenase, type 2 | fatty acid beta-oxidation, metabolic process, oxidoreductase activity | 1.6 | | | 3.4E-03 | 1.6 | | 8.1E-03 | 1.7 | 3.0E-03 |
| *TRAK2* | Trafficking protein, kinesin binding 2 | --- | 1.5 | | | 1.5E-03 | 1.1 | | 3.0E-01 | 1.7 | 5.3E-04 |
| *AK3* | adenylate kinase 3 | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 1.6 | | | 6.5E-03 | 1.7 | | 4.5E-03 | 1.7 | 4.6E-03 |
| *SEP7* | septin 7 | cell cycle, nucleotide binding, protein binding | 1.5 | | | 1.2E-02 | 1.6 | | 4.5E-03 | 1.7 | 2.4E-03 |
| *PPIA* | peptidylprolyl isomerase A (cyclophilin A) | protein folding, isomerase activity | 1.7 | | | 1.7E-03 | 1.5 | | 7.9E-03 | 1.7 | 2.7E-03 |
| *GLDC* | Glycine dehydrogenase (decarboxylating) | --- | 1.9 | | | 2.5E-04 | 1.4 | | 3.5E-02 | 1.6 | 2.7E-03 |
| *SH3BGRL2* | SH3 domain binding glutamic acid-rich protein like 2 | --- | 1.7 | | | 6.5E-04 | 1.5 | | 8.4E-03 | 1.6 | 2.3E-03 |
| *PDE6C* | phosphodiesterase 6C, cGMP-specific, cone, alpha prime | signal transduction, visual perception, hydrolase activity | 1.6 | | | 1.9E-03 | 1.3 | | 8.3E-02 | 1.6 | 4.4E-03 |
| *TSPAN7* | tetraspanin 7 | dicarboxylic acid transport | 1.5 | | | 3.2E-03 | 1.7 | | 7.4E-04 | 1.6 | 2.3E-03 |
| *NDUFB6* | NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 6, 17kDa | transport, oxidation reduction | 1.6 | | | 1.1E-03 | 1.7 | | 3.8E-04 | 1.6 | 1.1E-03 |
| *OTC* | ornithine carbamoyltransferase | urea cycle, amino acid metabolic process | 1.4 | | | 1.7E-02 | 1.6 | | 2.5E-03 | 1.6 | 2.8E-03 |
| *TOMM20* | translocase of outer mitochondrial membrane 20 homolog (yeast) | protein targeting, intracellular protein transport, protein transport | 1.5 | | | 2.1E-03 | 1.6 | | 1.3E-03 | 1.6 | 1.5E-03 |
| *GNG5* | guanine nucleotide binding protein (G protein), gamma 5 | signal transduction, G-protein coupled receptor protein signaling pathway | 1.7 | | | 2.2E-03 | 1.6 | | 7.9E-03 | 1.6 | 1.2E-02 |
| **Downregulated genes** | | | | | | | | | | | |
| *RBM23* | RNA binding motif protein 23 | mRNA processing, nucleotide bindinG | | -3.4 | 1.8E-02 | | | -1.2 | 7.5E-01 | -6.0 | 2.6E-03 |
| *KCNJ15* | potassium inwardly-rectifying channel, subfamily J, member 15 | transport, ion transport, potassium ion transport | | -1.5 | 2.5E-01 | | | -5.7 | 2.7E-04 | -5.0 | 5.2E-04 |
| *LYST* | lysosomal trafficking regulator | transport, lysosome organization and biogenesis, protein transport | | -1.2 | 7.2E-01 | | | -8.2 | 3.5E-03 | -4.3 | 2.7E-02 |
| *H18C16ORF77* | Chromosome 16 open reading frame 77 ortholog | --- | | -4.2 | 3.4E-03 | | | -1.8 | 1.9E-01 | -4.2 | 4.6E-03 |
| *LOC510844* | Similar to Alpha-fetoprotein enhancer-binding protein (AT motif-binding factor) (AT-binding transcription factor 1) | --- | | -1.5 | 2.9E-01 | | | -2.5 | 2.2E-02 | -4.2 | 1.6E-03 |
| *NCOR1* | nuclear receptor co-repressor 1 | regulation of transcription, DNA binding | | -1.8 | 1.1E-01 | | | -3.3 | 5.4E-03 | -4.1 | 1.8E-03 |
| *MED13L* | mediator complex subunit 13-like | --- | | -2.4 | 1.8E-02 | | | -1.4 | 3.9E-01 | -4.0 | 1.5E-03 |
| *INSR* | insulin receptor | proteolysis | | -1.5 | 1.8E-01 | | | -1.8 | 7.0E-02 | -4.0 | 7.0E-04 |
| *TRPC2* | transient receptor potential channel 2 | single strand break repair, ion transport | | -2.9 | 3.2E-02 | | | -7.5 | 1.1E-03 | -3.8 | 1.5E-02 |
| *TMEM32* | Transmembrane protein 32 | integral to membrane | | -1.7 | 8.5E-02 | | | -2.2 | 2.3E-02 | -3.8 | 8.4E-04 |
| *EHBP1L1* | EH domain binding protein 1-like 1 | --- | | -2.1 | 2.5E-02 | | | -2.9 | 4.5E-03 | -3.7 | 1.1E-03 |
| *CCDC97* | Coiled-coil domain containing 97 | --- | | -2.8 | 8.3E-03 | | | -3.0 | 7.3E-03 | -3.6 | 2.9E-03 |
| *NAP1L4* | Nucleosome assembly protein 1-like 4 | nucleosome assembly | | -2.8 | 1.3E-02 | | | -5.8 | 4.1E-04 | -3.5 | 4.6E-03 |
| *HBB /// HBE1* | hemoglobin, beta /// hemoglobin, epsilon 1 | transport, oxygen transport | | -2.3 | 3.4E-03 | | | -2.2 | 6.4E-03 | -3.4 | 2.5E-04 |
| *CCDC136* | coiled-coil domain containing 136 | --- | | -2.3 | 1.6E-02 | | | -3.0 | 4.1E-03 | -3.4 | 2.0E-03 |
| *ATN1* | atrophin 1 | --- | | -1.3 | 4.3E-01 | | | -1.2 | 6.2E-01 | -3.2 | 2.0E-03 |
| *ATR* | Ataxia telangiectasia and Rad3 related | --- | | -5.6 | 3.9E-04 | | | -2.2 | 5.6E-02 | -3.2 | 7.9E-03 |
| *P2RX7* | purinergic receptor P2X, ligand-gated ion channel, 7 | transport, ion transport | | -2.5 | 4.2E-03 | | | -2.2 | 1.3E-02 | -3.1 | 1.1E-03 |
| *ADRB3* | adrenergic, beta-3-, receptor | signal transduction, activation of adenylate cyclase activity | | -3.7 | 7.5E-05 | | | -3.9 | 8.2E-05 | -2.8 | 8.3E-04 |

How the deposited data were processed for this re-analysis (not part of the article)

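Gene expression was measured in liver biopsies of ovariectomized, non-lactating Holstein cows after 14 days without treatment (CO), with estradiol (E2T), with progesterone (P4T) or with both (E2P4T). There are 28 arrays, 7 for each group, and this number limits the precision. The authors hybridized biotin-labelled cRNA to the Affymetrix Bovine GeneChip and deposited signal intensities made with GCOS 1.4 and MAS 5.0, on a linear scale, each array scaled to a common trimmed mean. The trimmed mean of the middle 96% of the values was checked and lay between 974 and 993 on the arrays. The table holds 24128 signals per array, of which 24016 are from probe sets other than controls and 112 from controls. No value was 0 or lower, and there are no detection calls.

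Each sample was assigned to its group from its label, and no sample was left out of the values given at the study's statements. The labels do not give cow or period, so the mixed model of the study, with cow and period, was not run. Signals were set on a log2 scale without further scaling. The 18703 probe sets with the highest maximum signal were kept, as many as the study reports as present. R 4.3.3 and limma 3.58.1 (lmFit, and eBayes with a trend of the variance with the mean) gave an F test over the contrasts of the treatments with CO, each contrast with CO, the direct contrasts between treatments and the interaction of E2 and P4. P-values were adjusted by the Benjamini and Hochberg method over the probe sets, with a threshold of 0.05. The criteria of the study were an F test p under 0.01, a contrast p under 0.05 and a fold change of at least 1.25. On simulated data, 50 changed probe sets per size were added and the share recovered was counted.

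Gene symbols came from the annotation of the array, and only probe sets with exactly 1 symbol were named (13292 of all other than controls, 10840 of those tested). Gene groups were 32 lists: oxidative phosphorylation and its parts, mitochondrial import and ribosome, cytosolic ribosome, proteasome, pathways of fatty acids, cholesterol, bile acids, urea, glucose and steroids, steroid receptors, the growth hormone axis, estrogen-responsive proteins, acute phase, immediate early, unfolded protein and proliferation genes, markers of cell types, and genes that the paper names as lower in all treatments. Each gene of a list was represented by its probe set of highest mean. Lists were tested with camera of limma (preset correlation of 0.01, and also an estimated correlation) and with fry, adjusted over the lists of a contrast.

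The named genes are those that the paper names, whose values in the paper had been seen, at the probe set with the lowest F test p, with the probe set of highest mean as an alternative. The rule added, per contrast, the 10 highest and 10 lowest probe sets with an adjusted p under 0.05 and a mean signal in the upper part of the probe sets. None passed, so that probe sets passing the study criteria filled this place (RHNO1, TPRKB, SH3BGRL2, TDP2, JUNB and TXNDC11). The rule also took the members of a list with the largest change. Any other gene is marked as chosen after its values were seen.

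Principal components were computed on log2 signals, centred and scaled per probe set, and clusters by the Ward method on standardised group means (20 clusters). Effects of the shared CO arrays were tested on simulated data with 100 draws of residual arrays and with 35 splits of CO into 3 and 4 arrays. Array quality was compared with an exact permutation test over 1184040 splits, and controls with permutation tests of 1e+05 resamples. The error of the share of a shift left with a covariate is a jackknife over the 28 arrays, chosen after seeing the data. Results were also compared with 100 splits of the arrays into groups, the real one included.

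The groups, contrasts, lists, filters and these alternatives were chosen before the data were examined: quantile normalization, median centring, no filter, the upper part of the probe sets by signal, log2 of the value plus 50, tests without moderated variances, a replicate block, a random replicate block, array weights, an RNA quality covariate, leaving out each array, using only the groups compared, CO arrays split between contrasts, all tested probe sets in the principal components, average linkage, the mean over probe sets of a gene, and the probe set of highest mean. For the replicate block, all probe sets passing the study criteria in all treatments numbered 24. Chosen after seeing the data were 2 arrays left out (P4T number 4 and E2P4T number 5), 4 arrays left out (these with CO number 3 and E2T number 3), a batch term for array numbers 1 to 4 and 5 to 7, both together, a covariate of the hybridisation spikes, and array weights with the batch term. Detection calls, hormone assays and the raw images were not analysed here.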

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

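For the oxidative phosphorylation genes and for kidney genes on E2P4T number 5 the test was fixed before its result was seen, though after the pattern was noticed, whereas the jackknife errors, both tests on P4T number 4 and the test of degraded RNA on E2P4T number 5 were chosen after seeing the results.

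The median of the oxidative phosphorylation list was above 0 in E2T and E2P4T (0.22 and 0.25), a pattern of the list alone, as 0 of its genes passed an adjusted p of 0.05 with limma (9 in each were higher at an unadjusted p under 0.05) and the list did not pass with an estimated correlation (adjusted p = 0.69 and 0.54). RNA quality as a covariate left a share of 1.03 of the mean shift of all treatments (medians of 0.24, 0.14 and 0.17 in E2T, P4T and E2P4T; share of 0.85 to 1.39 without 1 array), which speaks against the 3′ to 5′ ratio of GAPDH and actin as the whole cause, yet by less than its jackknife error of 0.57 from the 0.5 fixed in advance, and with a correlation of -0.41 within groups (permutation p = 0.034) it stays open. The amount of labelled RNA, read from the hybridisation spikes, left a share of 0.77 (jackknife error 0.95). Without 1 array this share lay between -0.02 (without E2P4T number 5) and 1.26 (without CO number 3). The medians were 0.14, 0.03 and 0.25, so that E2T was lower and E2P4T stayed the same. With a correlation of -0.54 (-0.74 without P4T number 4 and E2P4T number 5), the amount of labelled RNA cannot be told either. A biological explanation, an effect of the hormones on mitochondrial genes, has no separate test in the design. The list medians were 0.22, 0.3 and 0.2 with P4T number 4 and E2P4T number 5 left out (adjusted p = 0.57, 0.44 and 0.47 with an estimated correlation).

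P4T number 4 had lower mitochondrial genes than the other P4T arrays, with an oxidative phosphorylation mean of 11.28. Little labelled RNA may explain it, since its spike signal was 1.02 above the highest of the other arrays apart from E2P4T number 5. Whether its RNA was degraded stays open, as its GAPDH 3′ to 5′ ratio of 8.48 was the highest of the 28 arrays, its actin ratio of 0.52 the lowest, and their mean of 4.5 within the range of the others (2.19 to 5.59). Another tissue in place of liver is less likely, as its hepatocyte mean lay 0.54 above the lowest of the other arrays. A share of another tissue stays open. Apart from E2P4T number 5, this array was the highest for 6 of 15 kidney genes not looked at before and 4 of 14 seen before. It was also the highest for 2 of 4 intestine genes, but for 0 of 4 pancreas genes and 0 of 3 of spleen and blood. Whether its high array median of 8.78 accounts for these was not tested. No biological explanation was tested for this array.

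E2P4T number 5 had low hepatocyte genes and high genes of other tissues. Degraded RNA alone is less likely, since a list mean exceeded the highest of the other 27 arrays by 2.07. Kidney tissue in place of liver may explain it: of 15 kidney genes not looked at before, 14 were above every other array, with a median excess of 5.09 over the others, and among those seen before, S100G, a calcium-binding protein of kidney and gut, had 15.84 against 2.32 to 7.8. The explanation stays open, as 11 of 25 genes of other organs (44%) were also above every other array, more than the 20% set beforehand. No biological effect of the treatment was tested for it.

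Arrays were set apart from their group by Dixon's test in 71 of 264 groups of values, where chance alone would set apart 13 (about 1 in 20), and E2P4T number 5 and P4T number 4 account for 21 and 24. Values are log2 signals apart from the component scores.

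P4T number 4 had an array median of 8.78, a GAPDH ratio of 8.48, spikes of 17.67 and first component scores of -5.4 (selected) and -180.1 (all probe sets). Its means were 11.28 for oxidative phosphorylation, 10.8 for complex I, 11.79 for complexes II to IV, 11.71 for ATP synthase, 10.64 for mitochondrial import, 9.68 and 13.8 for the mitochondrial and cytosolic ribosomes, and 11.11 for the proteasome. It had 11.52 for fatty acid oxidation, 12.15 for bile acids, 12.26 for steroid metabolism, 9.41 for steroid receptors, 10.74 for the unfolded protein response, 8.33 for erythroid and 10.72 for Kupffer markers. PGRMC1 had 12.11 and 5.38, NR1I3 10.19 and IGF1 10.59.

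E2P4T number 5 had an array median of 9, spikes of 18.6 and a score of -211.63. Its means were 11.62 for fatty acid oxidation, 10.49 for cholesterol, 9.44 for bile acids, 10.07 for urea, 10.77 for gluconeogenesis, 10.15 for steroid metabolism, 9.29 for estrogen-responsive proteins, 9.45 for the acute phase, 9.97 for hepatocyte, 8.32 for Kupffer and 11.49 for cholangiocyte markers, and 8.96 for the genes the paper names as lower. PGR had 8.81, PGRMC1 11.03, CYP19A1 8.59, GHR 4.64 and 9.06, and IGF1 10.42.

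E2T number 3 had an array median of 8.22, a GAPDH ratio of 6.45, poly-A spikes of 15.2 and a score of -87.22. Its means were 12.03 for oxidative phosphorylation, 11.52 for complex I, 12.54 for complexes II to IV, 12.54 for ATP synthase, 10.21 for the mitochondrial ribosome, 11.81 for the proteasome, 12.11 for fatty acid oxidation, 9.55 for stellate markers and 8.34 for the genes the paper names as lower, and PGRMC1 had 12.67. CO number 3 had spikes of 16.65, mitochondrial import of 10.66, 9.49 for the genes the paper names as lower, and NR1I3 of 4.67. CO number 1 had poly-A spikes of 3.34 and P4T number 1 had 2.82, with GHR at 7.16. E2P4T numbers 1 and 2 also had low poly-A spikes, 3.33 and 4.45, which Dixon's test did not set apart. CO number 4 had immediate early genes at 10.59, and P4T number 2 had acute phase genes at 14.77 and the genes the paper names as lower at 7.31. GHR was 1.43 on P4T number 6 and 1.49 on E2T number 4.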

How the results depend on the processing

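Values are given where an alternative moved a result by more than 1.5-fold or across its threshold, and the cause was not tested. Alternatives marked "later" were chosen after seeing the data. For the 63 probe sets with an F test p under 0.01, no filter gave 105, the upper part by signal 22 and array weights 364, and the later ones gave 195 (2 arrays left out), 231 (4 left out), 296 (4 left out with number batch term), 99 (spike covariate) and 431 (weights with batch term). Leaving out 1 array gave 38 to 113. With an adjusted F test p under 0.05 there was 1 with 4 left out and batch term. In the same order of the later ones, the study criteria in E2T (55) gave 154, 201, 264 and, for weights with batch term, 337, with 16 in the upper part, 300 with array weights and 28 to 97 without 1 array. In P4T (29) they gave 128, 153, 203, 49 with the spike covariate and 276, with 53 without filter, 14 in the upper part, 241 with array weights and 17 to 69 without 1 array. In E2P4T (33) they gave 149, 153, 208, 79 with the spike covariate and 311, with 51 without filter, 18 in the upper part, 264 with array weights and 22 to 84 without 1 array. The 12 in all treatments became 21 with quantile normalization, 21 without filter, 19 without moderated variances, 24 with the replicate block, 189 with array weights and 8 to 53 without 1 array, and 83, 105, 21 (batch term alone), 146, 32 (spike covariate) and 209 with the later ones. The replicate block joins arrays that share only a number. Of 28 arrays, 11 correlated best with an array of their own number, where about 3 would by chance. Of 42 pairs of the same number, 14 had a correlation over 0.1 (all 6 pairs of number 6, at 0.12 to 0.32). With the replicate block the 63 selected probe sets became 67, of which 43 were among the 63. No other result of this section moved by more than 1.5-fold or across its threshold with the replicate block. With an adjusted p under 0.05, E2T against CO had 1 with 4 left out and 2 with the batch term added, and E2T against P4T had 1 with array weights and 2 with the batch term added. The correlation of E2T and P4T (0.63) became 0.08 with CO arrays split. The oxidative phosphorylation median in P4T (0.07) passed with array weights (0.16), the RNA quality covariate (0.14), 2 left out (0.3), 4 left out (0.16), 4 left out with batch term (0.16) and weights with batch term (0.14), and lay between -0.03 and 0.3 without 1 array. These calls used camera with the preset correlation. With an estimated correlation the adjusted p in P4T was 0.44 with 2 left out and 0.52 without P4T number 4. The 3 treated arrays on the CO side of the first component became 1 with quantile normalization, median centring, log2 of the value plus 50, 2 left out or 4 left out, 0 in the upper part, 6 with all probe sets and 0 to 2 without 1 array. The 49 selected probe sets on the same side became 74 without filter, 20 in the upper part, 328 with array weights, 26 to 99 without 1 array, and 179, 218, 279, 80 (spike covariate) and 371 with the later ones. Of 12567 values of named genes over 43 settings, 12212 kept their sign and 0 gained or lost a call, 326 changed sign from a value within its standard error, and the 29 below reversed from a value beyond it. APOB in E2P4T reversed to 0.01 with array weights, 0.09 without E2P4T number 5, 0.09 with 2 left out, 0.1 with 4 left out, 0.12 with 4 left out and batch term, and 0.05 with weights and batch term, and was -1.74 at the lowest without 1 array. SHBG in E2P4T reversed to 0.06 without E2P4T number 5 and with 2 left out (lowest -0.54 without 1 array). Without P4T number 4 and with 2 left out, ATP5F1D in P4T reversed to 0.04 (lowest -0.56) and PRLR in P4T to 0.01 (lowest -0.6). The probe set of highest mean reversed AP4M1 in E2P4T (0.17), TMEM179B in P4T (0.05) and E2P4T (0.06), TRPC2 in E2T (0.01) and E2P4T (0.18), ERCC3 in E2T (0.09) and E2P4T (0.23), RHOB in E2T (0.39) and P4T (0.09), INSR in E2T, P4T and E2P4T (0.49, 0.77 and 0.47), NAP1L5 in P4T (0.43), PGRMC1 in P4T (0.14), CYP19A1 in E2P4T (0.4), and GHR in E2T (0.56) and P4T (0.22). MAS 5.0 signals carry no detection calls here, so that low signals and their fold changes cannot be told from background.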

Differences from the paper's values

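The comparison of values was planned before the data were examined, and the alternatives marked as chosen after seeing the values were not.

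The paper analysed 8 CO, 8 E2T, 7 P4T and 7 E2P4T arrays after leaving out 1 P4T and 1 E2P4T array, whereas 7 arrays per group are held here, so that at least 1 CO and 1 E2T array of the paper are absent. The paper reports 592 probe sets with an F test p under 0.01, and here there are 63; at a p under 0.05 it reports more than 2000 and here there are 395. As a share of the tested probe sets these are 3.2% in the paper and 0.337% here, with a false discovery rate of 21% in the paper and 100% here. The paper's rate comes from q-values of a model with cow and period. The rate here is a Benjamini and Hochberg adjusted p from a fit without them, so the rates are not directly comparable. How far the missing cow and period account for the lower counts was not tested. In at least 1 treatment 578 passed the study criteria in the paper and 63 here. In E2T the paper has 479 (171 higher and 308 lower) and here there are 55 (16 and 39). In P4T the paper has 472 (166 and 306) and here there are 29 (12 and 17). In E2P4T the paper has 468 (157 and 311) and here there are 33 (16 and 17). All treatments share 346 (60%) in the paper and 12 (19%) here. In at least 2 treatments the paper has 495 and here there are 42; in exactly 2 it has 149 and here there are 30; in exactly 1 it has 83 (41 in E2T, 21 in P4T and 21 in E2P4T) and here there are 21 (17, 1 and 3). The paper has 382 lower, 202 higher and 6 in opposite directions, against 45, 18 and 0 here. Its 5 largest clusters hold 485 (82%) and those here 27 (42.9%). None of the alternatives chosen before the data were examined brought 592, 479, 472, 468 or 346 within 1.5-fold. Array weights with a number batch term, chosen after seeing the values, gave 431 and 337 for the first 2 of these, and with it 38 of the 59 table genes were not selected. The 395 became 1067 with 2 arrays left out, chosen after seeing the values, and the 27 in the largest clusters became 34 with average linkage, neither within 1.5-fold. The remaining counts were not compared under an alternative.

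For single genes, the log2 of the fold change in the paper's tables is given first, and a value counts as different when its sign differs or it lies further off than the residual SD of its probe set, a wide limit for variable genes (0.41 for CDK2 and 1.66 for SECTM1). SECTM1 in E2T had 2.49 in the paper and -0.56 here. PPP2R5E had 1.96, 1.43 and 1.85 in the paper in E2T, P4T and E2P4T, and -0.08, -0.09 and 0.15 here. CDK2 had 1.32, 1 and 1.58 in the paper and -0.09, 0.09 and -0.35 here. CCDC97 had -1.49, -1.58 and -1.85 in the paper and -0.16, -0.07 and 0.06 here. MYPN in E2T had -3.41 in the paper and -0.45 here, PPARD in E2T -1.96 and -0.5, and ACAP1 in P4T -1.43 and -0.22. NCOR1 in E2P4T had -2.04 and -0.11 (0.27 at its other probe set). MED13L in E2P4T had -2 and 0.47 (-0.37 at its other probe set). No alternative gave any of these the sign of the paper and a value within that SD. SECTM1, PPP2R5E, CDK2, CCDC97, MYPN and PPARD each had only 1 tested probe set with their symbol. Probe sets without exactly 1 symbol could not be matched to these genes. Whether the paper's values came from another probe set was therefore not tested. TRPC2 in P4T had -2.91 in the paper and -0.82 here, and came within it without P4T number 4 and, chosen after seeing the values, with 2 arrays left out, 4 left out, and 4 left out with a batch term. DHX40 in P4T had 0.49 in the paper and -0.05 here, and came within it with median centring, log2 of the value plus 50, array weights, the RNA quality covariate, and without CO number 5, 6 or 7 or P4T number 4. ATN1 in E2P4T had -1.68 in the paper and -0.66 here, and came within it with array weights and without CO number 5 or 6 or E2P4T number 2, 4 or 5. P2RX7 in E2P4T had -1.63 in the paper and 0.34 here, and came within it without CO number 5 or E2P4T number 4 or 5. DHX40, ATN1 and P2RX7 also came within it with 2 arrays left out, 4 left out, 4 left out with a batch term, and weights with a batch term, all chosen after seeing the values. Nothing else that was tried brought TRPC2, DHX40, ATN1 or P2RX7 within it. In all, 19 of 116 gene values differed by this limit, 9 of them in sign, and 107 had the sign of the paper. Values within the limit were not all near, such as SECTM1 in P4T (2 in the paper and 0.59 here), OTC in E2P4T (0.68 and 0.09), GLDC in E2P4T (0.68 and 0.03) and KCNJ15 in E2P4T (-2.32 and -1.48).

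Several statements of direction or pattern differ as well. The paper describes an excess of low p-values, and here the lowest category held 395, fewer than an even share of 935. It held 1067, more than an even share, with P4T number 4 and E2P4T number 5 left out, chosen after seeing the values. It describes the CO arrays as a tight cluster, and here CO had the largest spread on the first component of the selected probe sets (SD 2.9) and the smallest on that of all probe sets (SD 47.81). GJD2 and NAP1L5 are stated to be higher in P4T, and here they had -1.93 and -1.79, although NAP1L5 had 0.43 at its probe set of highest signal. CYP2C87 and S100A10 are stated to be higher in P4T alone, and here they had 0.36 and 0.18 in P4T with standard errors of 0.36 and 0.27, and S100A10 had 0.02 at its probe set of highest signal. INSR is stated to be lower in E2P4T alone, and here it had -1.72 in E2T, and 0.49 in E2T and 0.47 in E2P4T at the probe set of highest signal. Most regulated genes are stated to be shared by all treatments, and here 12 of 63 were. This count moved with the arrays used. Without CO number 6, 53 passed in all treatments, beside 108 probe sets with an F test p under 0.01. Without CO number 5, 8 passed in all treatments, beside 50. Array weights and leaving out P4T number 4 and E2P4T number 5 raised it too, as given for the processing.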

Other observations

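The lists below were chosen before the data were examined, except that the paper had been read; leaving out P4T number 4 and E2P4T number 5, the number ranges and the comparison of the tables with each array left out were chosen after seeing the data.

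Acute phase proteins, made by hepatocytes in inflammation, had lower medians in treated livers, which with all arrays passed a test in E2T and E2P4T with a preset correlation alone. Haptoglobin (HP) had log2 fold changes of -2.82 in E2T, -2.3 in P4T and -3 in E2P4T (standard error 1.25), on 7, 6 and 6 of 7 arrays, from a CO mean of 13.41 ± 3 (SD). LBP, which binds bacterial lipopolysaccharide, had -0.87, -0.95 and -1.47 (standard error 0.53), and SAA3 had -1.03, -0.65 and -1.21 (standard error 0.56). The median of 19 genes was -0.39, -0.36 and -1.07, with 16, 16 and 17 lower (camera adjusted p = 0.041, 0.06 and 7.3e-09; 0.74, 0.95 and 0.51 with an estimated correlation). Hepatocyte markers, which share 4 genes with this list, had medians of -0.17, -0.18 and -1 (camera adjusted p = 0.48, 0.43 and 8.5e-09; 0.9, 0.95 and 0.54 with an estimated correlation), and -0.17, -0.29 and -0.26 without P4T number 4 and E2P4T number 5 (camera adjusted p = 0.017, 5.4e-04 and 0.0074; 0.57, 0.44 and 0.47 with an estimated correlation). The lists were not tested against each other, so whether the lower acute phase values are separate from the hepatocyte markers cannot be told. E2P4T number 5 had a list mean of 9.45. With P4T number 4 and E2P4T number 5 left out the medians were -0.39, -0.36 and -0.36 (camera adjusted p = 4.3e-05, 3.5e-04 and 0.0015; 0.33, 0.44 and 0.47 with an estimated correlation; fry adjusted p = 0.037, 0.17 and 0.16), and adjusted over the list alone 4, 0 and 0 genes were lower. With all arrays, 0 genes passed an adjusted p of 0.05 over all probe sets with limma or without moderated variances, and 2, 0 and 7 were lower at an unadjusted p under 0.05.

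Genes of proliferation had a lower median, which with all arrays passed a test in E2T alone and only with a preset correlation. UBE2C, which drives exit from mitosis, had -1.64, -0.69 and -0.93 (standard error 0.63), BUB1B, a mitotic checkpoint kinase, had -1.32 in E2T (standard error 0.5), and PLK1 had -1.09 in P4T (standard error 0.4). MCM6, a helicase of DNA replication, had 0.31, 0.33 and 0.31 (standard error 0.19). The group means were 8.54 ± 0.24 (SD) in CO, 8.09 ± 0.2 in E2T, 8.23 ± 0.23 in P4T and 8.35 ± 0.36 in E2P4T. The median of 20 genes was -0.41, -0.35 and -0.17, with 14, 13 and 13 lower (camera adjusted p = 0.024, 0.099 and 0.22; 0.67, 0.95 and 0.54 with an estimated correlation; fry adjusted p = 0.14, 0.92 and 0.48). Without P4T number 4 and E2P4T number 5 it was -0.41, -0.31 and -0.3 (camera adjusted p = 0.03, 0.022 and 0.17; 0.33, 0.44 and 0.47 with an estimated correlation; fry adjusted p = 0.02, 0.041 and 0.16), with 4, 1 and 0 genes lower when adjusted over the list alone.

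Estrogen-responsive secreted proteins had medians of -0.2, -0.16 and -0.86 in E2T, P4T and E2P4T, all 27 genes lower in E2P4T (camera adjusted p = 0.54, 0.43 and 1.7e-09; 0.54 in E2P4T with an estimated correlation). APOB had -1.43 (standard error 0.96) and TTR, which carries thyroid hormone, -0.87 (standard error 0.54) in E2P4T. On E2P4T number 5 the list mean was 9.29, and without it and P4T number 4 the medians were -0.2, -0.08 and -0.1 (camera adjusted p = 0.11, 0.14 and 0.23). Further lists had lower medians in E2P4T with all arrays, at -0.26 for fatty acid synthesis (camera adjusted p = 0.022), -0.32 for cholesterol synthesis (camera adjusted p = 0.0014), -0.38 for bile acids (camera adjusted p = 0.022), -0.26 for urea (camera adjusted p = 0.024), -0.34 for steroid metabolism (camera adjusted p = 0.022) and -0.33 for Kupffer cells (camera adjusted p = 0.043). With an estimated correlation none of these passed, with an adjusted p of 0.51 for fatty acid synthesis and 0.54 for each of the others. E2P4T number 5 stood apart in 4 of these lists of metabolism (10.49, 9.44, 10.07 and 10.15 for cholesterol, bile acids, urea and steroid metabolism) and in Kupffer cells (8.32). None of them passed in E2P4T with P4T number 4 and E2P4T number 5 left out: the medians were -0.24 for fatty acid synthesis (camera adjusted p = 0.25), -0.13 for cholesterol (camera adjusted p = 0.67), 0.09 for bile acids, 0.06 for urea, 0.08 for steroid metabolism and 0.08 for Kupffer cells. In P4T, steroid metabolism (0.09) and Kupffer cells (0.25) were then higher (camera adjusted p = 0.022 and 0.0064; 0.47 for both with an estimated correlation). In E2T and P4T these lists had -0.02 and 0 (fatty acid synthesis), 0.13 and 0 (cholesterol), 0.05 and 0.06 (bile acids), -0.07 and 0.07 (urea), 0.02 and 0 (steroid metabolism) and 0.05 and 0.12 (Kupffer cells), with camera adjusted p of at least 0.33. For urea in E2T the median was -0.07 and the mean 0.01, and the test pointed up; for fatty acid synthesis in P4T the mean was -0.12 and the test pointed down.

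The mitochondrial ribosome had 0 in P4T and 0.11 in E2P4T (camera adjusted p = 0.55 and 0.0066), and mitochondrial import 0 and 0.08 (camera adjusted p = 0.55 and 0.21). The cytosolic ribosome had 0.06, -0.04 and 0.05 (camera adjusted p = 0.1, 0.67 and 0.024), the proteasome 0.16, -0.04 and 0.04 (camera adjusted p = 0.013, 0.55 and 0.96), and fatty acid oxidation 0.13, -0.04 and 0.04 (camera adjusted p = 0.024, 0.73 and 0.81). With an estimated correlation the adjusted p was 0.69 for the proteasome and fatty acid oxidation in E2T, and 0.54 and 0.66 for the mitochondrial and cytosolic ribosomes in E2P4T. With P4T number 4 and E2P4T number 5 left out, the P4T medians were 0.14 for the mitochondrial ribosome, 0.11 for the cytosolic ribosome, 0.15 for fatty acid oxidation and 0.13 for mitochondrial import (camera adjusted p = 4.3e-04, 6.7e-04, 0.013 and 0.027; 0.44, 0.47, 0.47 and 0.44 with an estimated correlation), and 0.14 for the proteasome (camera adjusted p = 0.083). In E2P4T fatty acid oxidation had 0.17 and the proteasome 0.1 (camera adjusted p = 0.0044 and 0.032; 0.47 and 0.55 with an estimated correlation). In P4T the test pointed up for the mitochondrial ribosome, whose mean was -0.01, and for fatty acid oxidation, whose mean was 0. Lists that passed in no contrast with all arrays had these medians in E2T, P4T and E2P4T: gluconeogenesis 0.12, 0 and 0.01, steroid receptors -0.13, -0.03 and 0.03, the growth hormone and IGF axis -0.01, -0.11 and -0.3, immediate early genes 0.1, 0.08 and 0.01, and the unfolded protein response 0.02, -0.21 and -0.09. Markers of cell types had -0.19, -0.29 and -0.37 (erythroid), -0.31, -0.05 and -0.12 (T, B and NK cells), -0.36, -0.24 and -0.51 (neutrophils), 0.03, 0.08 and 0.01 (endothelium), 0.04, 0.05 and 0.02 (stellate cells), 0.08, 0.04 and 0.25 (cholangiocytes) and -0.3, -0.06 and -0.21 (muscle and skin). The lowest camera adjusted p among them was 0.06, for the unfolded protein response in P4T. With the same arrays left out, erythroid and neutrophil markers had -0.42 and -0.54 in E2P4T (camera adjusted p = 0.044 and 0.037; 0.47 for both with an estimated correlation). Test and median pointed apart for steroid receptors in P4T (up) and E2P4T (down) and for the growth hormone axis in E2T (up). They also did for immediate early genes in E2P4T (mean -0.1, down) and endothelium in E2T (mean -0.07, down). For gluconeogenesis in P4T the test pointed down, with a median of 0 and a mean of -0.05. For gluconeogenesis in E2P4T the test pointed up like the median of 0.01, whereas the mean was -0.02.

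GHR, the growth hormone receptor, had 0.56, 0.22 and -0.46 at its probe set of highest signal. The -0.46 in E2P4T depends on number 5, at 4.64 against 8.39 to 10.12 on the other arrays of that group. At another probe set GHR had -1.86, -1.2 and -1.48 (standard error 0.86). IGF1, its main target in the liver, had -0.1, -0.12 and -0.19 (standard error 0.27) at its probe set of highest signal, 817 ± 315 (SD, n = 28 arrays), and 0.21, -0.23 and 0.13 (standard error 0.34) at another with a signal of 308 ± 140. STAT5B, which carries the growth hormone signal, had -0.51, -0.65 and -0.82 (standard error 0.29). NR1I3, a nuclear receptor of xenobiotics, had -0.13, 0.44 and 0.38 (standard error 0.48).

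Arrays numbered 1 to 4 differed from those numbered 5 to 7 in 941 probe sets with an adjusted p under 0.05 (limma, 473 higher and 468 lower in 5 to 7). NFIB, a transcription factor, had -2.12 (adjusted p = 9.4e-09), BIRC3, an inhibitor of apoptosis, -1.16, and UBE2H, a ubiquitin-conjugating enzyme, 0.88 (adjusted p = 1.1e-04 for both). An array processing batch may lie behind it. The lowest adjusted permutation p over 8 spikes was 0.99, but a test of means cannot decide here, since the spread differed. The SDs of the poly-A spikes were 4.47 to 5.17 in 1 to 4 and 1.5 to 1.55 in 5 to 7. Poly-A means were 3.34 on CO number 1, 2.82 on P4T number 1, and 3.33 and 4.45 on E2P4T numbers 1 and 2. The other arrays numbered 1 or 2 had 12.08 to 13.96. For sets of cows, 0 labels or passages tie the numbers to cows, so neither explanation can be told.

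The fold changes of the paper's tables lay nearer to those here without P4T number 4, by 0.09 in root mean square difference (0.01 to 0.18; from 0.66 to 0.57 over 59 genes), and without E2P4T number 5 by 0.11 (0.04 to 0.18; from 0.75 to 0.64). Leaving out any other P4T or E2P4T array changed it by -0.08 to 0.01, and CO and E2T arrays were not left out in this comparison. These 2 arrays may therefore not be behind the paper's values, which is a hypothesis that the labels cannot settle.

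Chance cannot be excluded for the counts above 0, from 100 splits of the arrays into groups with the real one included. As many as the real 63 probe sets with an F test p under 0.01 were found in 63 splits (highest other 1455), as many as 55 in E2T in 27 (360), 29 in P4T in 66 (1402), 33 in E2P4T in 56 (1266), and 12 in all treatments in 30 (255). The 0 probe sets with an adjusted p under 0.05 in E2T tell nothing here, since every split (100) reaches 0 (highest other 4). For oxidative phosphorylation, 0.22 in E2T was reached in 25 splits (highest other 0.56), 0.07 in P4T in 80 (0.39) and 0.25 in E2P4T in 26 (0.43). With array weights 364 was reached in 32 (1130), and with 4 arrays left out and a batch term 296 in 10 (1219). With 2 arrays left out 195 was reached in 26 (1002), and oxidative phosphorylation of 0.22, 0.3 and 0.2 in 16 (0.35), 6 (0.44) and 19 (0.41). The large counts in other splits point to structure among the samples that does not follow the treatments. Only the splits with 4 arrays left out and a batch term were made within the numbers 1 to 4 and 5 to 7. Each real group holds the numbers 1 to 7, and 941 probe sets differ between these ranges. The other splits did not keep this balance, so their counts may include that difference.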
